# A comparison of Illumina and Ion Torrent sequencing platforms in the context of differential gene expression

**DOI:** 10.1186/s12864-017-4011-0

**Published:** 2017-08-10

**Authors:** Nicholas F. Lahens, Emanuela Ricciotti, Olga Smirnova, Erik Toorens, Eun Ji Kim, Giacomo Baruzzo, Katharina E. Hayer, Tapan Ganguly, Jonathan Schug, Gregory R. Grant

**Keywords:** RNA-Seq, Ion Torrent, Illumina, Differential expression, Pathway analysis

## Abstract

**Background:**

Though Illumina has largely dominated the RNA-Seq field, the simultaneous availability of Ion Torrent has left scientists wondering which platform is most effective for differential gene expression (DGE) analysis. Previous investigations of this question have typically used reference samples derived from cell lines and brain tissue, and do not involve biological variability. While these comparisons might inform studies of tissue-specific expression, marked by large-scale transcriptional differences, this is not the common use case.

**Results:**

Here we employ a standard treatment/control experimental design, which enables us to evaluate these platforms in the context of the expression differences common in differential gene expression experiments. Specifically, we assessed the hepatic inflammatory response of mice by assaying liver RNA from control and IL-1β treated animals with both the Illumina HiSeq and the Ion Torrent Proton sequencing platforms. We found the greatest difference between the platforms at the level of read alignment, a moderate level of concordance at the level of DGE analysis, and nearly identical results at the level of differentially affected pathways. Interestingly, we also observed a strong interaction between sequencing platform and choice of aligner. By aligning both real and simulated Illumina and Ion Torrent data with the twelve most commonly-cited aligners in the literature, we observed that different aligner and platform combinations were better suited to probing different genomic features; for example, disentangling the source of expression in gene-pseudogene pairs.

**Conclusions:**

Taken together, our results indicate that while Illumina and Ion Torrent have similar capacities to detect changes in biology from a treatment/control experiment, these platforms may be tailored to interrogate different transcriptional phenomena through careful selection of alignment software.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-4011-0) contains supplementary material, which is available to authorized users.

## Background

RNA-Sequencing (RNA-Seq) broadly refers to a family of experimental techniques that give researchers the ability to study the transcriptional landscapes of cells and tissues quantitatively by exploiting high throughput sequencing technology. Currently, the most commonly used sequencing platforms are provided by Illumina, which uses a fluorescence-based paradigm for reading the bases in a nucleotide sequence. One alternative option is provided by Ion Torrent, which is built around the use of pH measurements to read nucleotide sequences. In addition to the distinct sequencing technologies used by these two platforms, there are smaller differences in the types of data they generate. In Illumina data all sequence reads generated during a single experiment have the same lengths, while the lengths of Ion Torrent reads vary. Additionally, the current generation of Illumina instruments can generate sequence reads from both ends of a fragment (“paired-end” reads), while Ion Torrent cannot.

Prior studies have compared these two sequencing platforms for various applications including genome sequencing, RNA-Seq, and microbiome profiling [1–5]. These studies provide a basic indication of the error rates and reproducibility these platforms achieve, however there are two motivations for performing the present analysis.

First, in the intervening years both Illumina and Ion Torrent have released platform updates in the form of improved sequencing chemistry, nucleotide detection, and throughput. With the rapid pace of development in these sequencing technologies, we must continue to compare these two platforms in order to maintain an accurate understanding of their relative performances. This continued re-assessment is of particular importance as researchers adapt both of these sequencing platforms for use in the clinical setting [6, 7].

Second, the previous studies that focused on comparing the Illumina and Ion Torrent platforms for the purposes of RNA-Seq expression analysis used the Universal Human Reference RNA (UHRR) as source RNA [2, 8, 9]. The UHRR is a mixture of ten human cell lines derived from various tissues [10] and has served as a standard for many studies benchmarking microarray and RNA-Seq performance [11, 12]. While these well-studied reference samples have proven useful for reproducibility assessments, they are derived from immortalized cell lines and are therefore somewhat removed from tissue-derived RNA samples collected in vivo. Additionally, many of these benchmarking studies combine different reference RNA mixtures at various quantities to assess differential expression. Again, while it has its uses, comparing these different UHRR mixtures is closer to performing a between-tissue comparison, in which we expect to see gross transcriptional changes between samples. Lastly, multiple UHRR samples are effectively technical replicates of one another, and therefore lack the biological variability that will affect the results of most RNA-Seq experiments in practice.

Arguably, one of the most common designs for RNA expression profiling experiments involves a single tissue or cell type, and varying genotypes or treatments. Generally, the transcriptional differences we expect to see between “treatment” and “control” conditions are more subtle than those we see between universal reference samples. Therefore, in order to evaluate the two platforms in the context of this end point, we used the Illumina and Ion Torrent sequencing platforms to assess the effects of IL-1β treatment on the mouse liver transcriptome. We evaluated these platforms at three levels of complexity: 1) individual read alignments and expression quantification, 2) differential expression detection, and 3) pathway-level analysis. Here we seek to determine if/how choosing between the Illumina and Ion Torrent sequencing platforms will affect the biological conclusions a researcher derives from the data, for which concordance at the pathway level is most relevant.

## Results

### A treatment/control experimental design to compare platforms

We sought to compare the Illumina and Ion Torrent sequencing platforms using a treatment/control experimental paradigm (see *Methods* section for details). Briefly, we treated ten male mice with either 20 μg/Kg of IL-1β (*n* = 5) or saline (*n* = 5; hereafter referred to as untreated), and then collected liver samples from these mice four hours after treatment (Fig. 1). After extracting RNA from these liver samples, we prepared platform specific libraries from all ten RNA samples and sequenced them using both an Illumina HiSeq 2500 and an Ion Torrent Proton. We aligned the raw sequencing data for both platforms using both GSNAP [13] and STAR [14] (see Additional file 1: (Supplementary Methods) for alignment parameters). These algorithms showed the best performance in a recent benchmarking analysis of RNA-Seq alignment algorithms performed by our lab [15]. We also performed a sequential analysis aligning reads with STAR first, and then used Bowtie2 [16] to align any reads not mapped by STAR, since previous work found this strategy performed well for Ion Torrent RNA-Seq data [17, 18]. Next, we used the **P**ipeline **O**f **R**NA-Seq **T**ransformations (PORT) [19] to both normalize and quantify the aligned RNA-Seq reads separately for each combination of sequencing platform and alignment algorithm.

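The 20 libraries came from 10 mice, 5 treated with IL-1β (ILB_9577, ILB_9578, ILB_9579, ILB_9582 and ILB_9583) and 5 untreated (UNT_9574, UNT_9575, UNT_9576, UNT_9580 and UNT_9584). Each mouse gave 1 Illumina and 1 Ion Torrent library from the same liver RNA. IL-1β is a cytokine that starts inflammatory signaling. With 2 platforms and 3 alignment algorithms there were 6 tables of 10 libraries, each listing 37681 genes by Ensembl identifier. The values are whole-number counts for each gene, taken here as read pairs for Illumina and as reads for Ion Torrent, a unit the tables do not state. Both are called reads below. The authors removed reads mapped to rRNA and mitochondrial DNA and re-sampled the libraries of a table to the smallest number of gene-mapping reads among them. This was done for each table separately. Tests therefore compared libraries within a table, and levels set side by side across tables are descriptions only, with 2 exceptions: the test of a platform-by-treatment term, which compares treatment effects, and that of the share of Mup-ps22 reads within a library. In the Illumina data aligned with GSNAP, the total count per library was 11203762 to 11299651 (median 11268173) in the treated mice and 11539468 to 11727437 (median 11652017) in the untreated mice. With STAR, the Illumina totals were 10568530 to 10655860 (median 10628937) for treated and 10887640 to 11046256 (median 10990095) for untreated mice. With STAR + Bowtie2, they were 11510462 to 11599723 (median 11568755) and 11825151 to 12008799 (median 11934227). Ion Torrent totals with GSNAP were 14499101 to 14622135 (median 14553044) in treated and 14851983 to 15113883 (median 15036127) in untreated mice. With STAR, they were 12199528 to 12310601 (median 12257831) and 12508523 to 12723326 (median 12664008). With STAR + Bowtie2, they were 15846620 to 15966116 (median 15901464) and 16207992 to 16439683 (median 16387559). In the 6 tables, the mean total of the untreated mice was 2.71% to 3.51% above that of the treated mice. The paper's reported raw numbers per library are 18887906 to 37400089 read pairs (median 24372858) for Illumina and 25262336 to 34942718 reads (median 29405269) for Ion Torrent. The re-sampled counts, and not the raw reads, are the depth behind every value given here. For single genes, the counts of each table were fitted with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. TMM corrects library sizes for a few genes that take a large share of the counts, and its factors were 0.920 to 1.10. Without it, the median log2 fold change of genes with a mean count of at least 10 was -0.17 with GSNAP, -0.17 with STAR and -0.16 with STAR + Bowtie2 in the Illumina tables, and -0.14, -0.17 and -0.13 in the Ion Torrent tables. With it, these medians lay between -0.013 and 0.0095. Fold changes of single genes are relative to that TMM baseline. Gene positions are on mm9 (NCBIM37), counted from 1.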

**Fig. 1:**
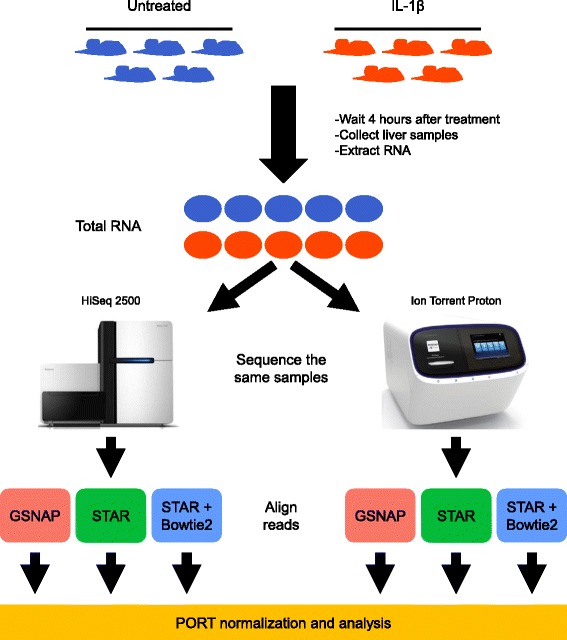
A treatment/control experimental design. Ten mice were treated with IL-1β (*n* = 5), or saline (*n* = 5; referred to as untreated). Four hours after treatment, the mice were sacrificed, liver samples were collected, and total RNA was extracted from the tissue. At this point, aliquots of the same RNA sample were sequenced on both an Illumina HiSeq 2500 and an Ion Torrent Proton. Next, RNA-Seq reads from each platform were aligned using three alignment algorithms: 1) GSNAP, 2) STAR, and 3) STAR, followed by Bowtie2 to align reads not mapped by STAR (STAR + Bowtie2). Lastly, all aligned data were normalized using the **P**ipeline **O**f **R**NA-Seq **T**ransformations (PORT)

All aligners achieved high percentages of uniquely mapped reads in both Illumina and Ion Torrent data (Additional file 2: Figure S1; Additional file 3: Table S1), with the majority of reads mapping to exonic regions. The STAR alignments showed the smallest percentage of uniquely aligned reads in both platforms, while GSNAP and the combination of STAR + Bowtie2 tended to show the largest. The lower performance of STAR in the Ion Torrent data may be due to the variable read lengths present in the Ion Torrent data (Additional file 4: Figure S2; Additional file 5: Table S2). The STAR parameter “sjdbOverhang” is used when creating the STAR genome indexes and its value is generally determined by the read length of the dataset. It is possible that further tweaking of this parameter may improve the performance of STAR on Ion Torrent data. Here we used the same genome indexes for both the Illumina and Ion Torrent data to facilitate direct comparisons between the two platforms. Despite these differences we continued to use data from all alignment schemes in our analyses, for comparison purposes.

### Depth of coverage comparison

We begin the platform comparison at the levels of read alignment and gene quantification. For all analyses, we limit our results to a set of “detected” genes (see *Methods* section for full details). 

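Of the 37681 genes in each table, 15578 had at least 5 reads in 5 of the 10 samples in at least 1 of the 6 tables. In the Illumina data, 13668 genes passed this minimum with GSNAP, 13117 with STAR and 13921 with STAR + Bowtie2. The Ion Torrent numbers were 14946, 12877 and 14815.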

Briefly, we define a gene as “detected” if it is mapped by at least five reads in five of the samples, in any combination of platform and alignment algorithm. After this filtering step, we directly compared gene-level read counts from the Illumina and Ion Torrent data alignments. For any given sample, we see a strong linear relationship between the read counts from both platforms (Fig. 2a - representative samples; Additional file 6: Figure S3 - all samples). Additionally, for each RNA sample the Spearman correlation between the read counts of each platform ranged from 0.9380 to 0.9737 (Fig. 2b; Additional file 7: Table S3), underscoring the strong agreement between the platforms at this level. 

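Within each of the 10 mice, counts of the detected genes were compared across genes on the log10(count + 1) scale. Pearson's correlation between the platforms was 0.928 to 0.944 with GSNAP, 0.946 to 0.967 with STAR and 0.924 to 0.939 with STAR + Bowtie2. Genes are not independent replicates, so no p-value was attached to a correlation across them.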

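Over the 10 mice, the Spearman correlation across genes was 0.958 ± 0.00688 (SD, n = 10) with GSNAP, 0.969 ± 0.00741 with STAR and 0.953 ± 0.00566 with STAR + Bowtie2. Treated mice had means of 0.960, 0.971 and 0.954 with the 3 aligners, and untreated mice 0.957, 0.967 and 0.952. The treatments did not differ beyond the spread between mice (two-sided exact permutation test over 5 and 5 mice, p = 0.706, 0.587 and 0.770). Of the gene sets tried, all genes of a table moved the mean correlation most with each aligner, to 0.929, 0.939 and 0.937. From these coefficients the paper concludes that the platforms are in strong agreement at the level of read counts.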

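In untreated mouse 9584, the Spearman correlation between the platforms was 0.939 with GSNAP, 0.949 with STAR and 0.938 with STAR + Bowtie2. In the other 9 mice it was 0.958 to 0.963, 0.967 to 0.974 and 0.953 to 0.957. Without 9584, the treatments again did not differ (two-sided exact permutation test over 5 and 4 mice, p = 0.619, 0.817 and 0.452).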

While one sample (untreated 9584) consistently had lower Spearman correlations than the others, it still showed a strong correlation (~0.93–0.94). Interestingly, this same sample also displayed a shifted Ion Torrent read-length distribution relative to the other samples (Additional file 4: Figure S2), which indicates that differences in read length between libraries in Ion Torrent could be a source of technical variability. That being said, the high correlation coefficients we saw across all samples are in agreement with previous work comparing these two platforms [8]. 

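The paper's reported mean Ion Torrent read length is 112.9 bases for 9584 and 118.2 to 129 bases for the other 9 mice (Table S2). Read lengths are not in the count tables, and what these show is how far the libraries of a mouse deviate together. For each library, the deviation of each gene's log2 normalized count from the mean of its treatment group was taken for genes with a mean count of at least 20, and the 2 libraries of a mouse were correlated across genes. For 9584, the correlation of these deviations was 0.218 with GSNAP, 0.248 with STAR and 0.199 with STAR + Bowtie2, against 0.547 to 0.721 for the other 9 mice over the 3 aligners.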

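Over the 15578 detected genes, the Spearman correlation between the platforms was highest with STAR and lowest with STAR + Bowtie2 in each of the 10 mice. This order depended on the genes compared, and over all genes GSNAP was lowest in each mouse. The gap between the aligner means, 0.958 with GSNAP against 0.969 with STAR, was larger than the spread of 0.00177 (SD) among the 9 mice other than 9584 with GSNAP.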

We observed this agreement consistently across all alignment algorithms.

**Fig. 2:**
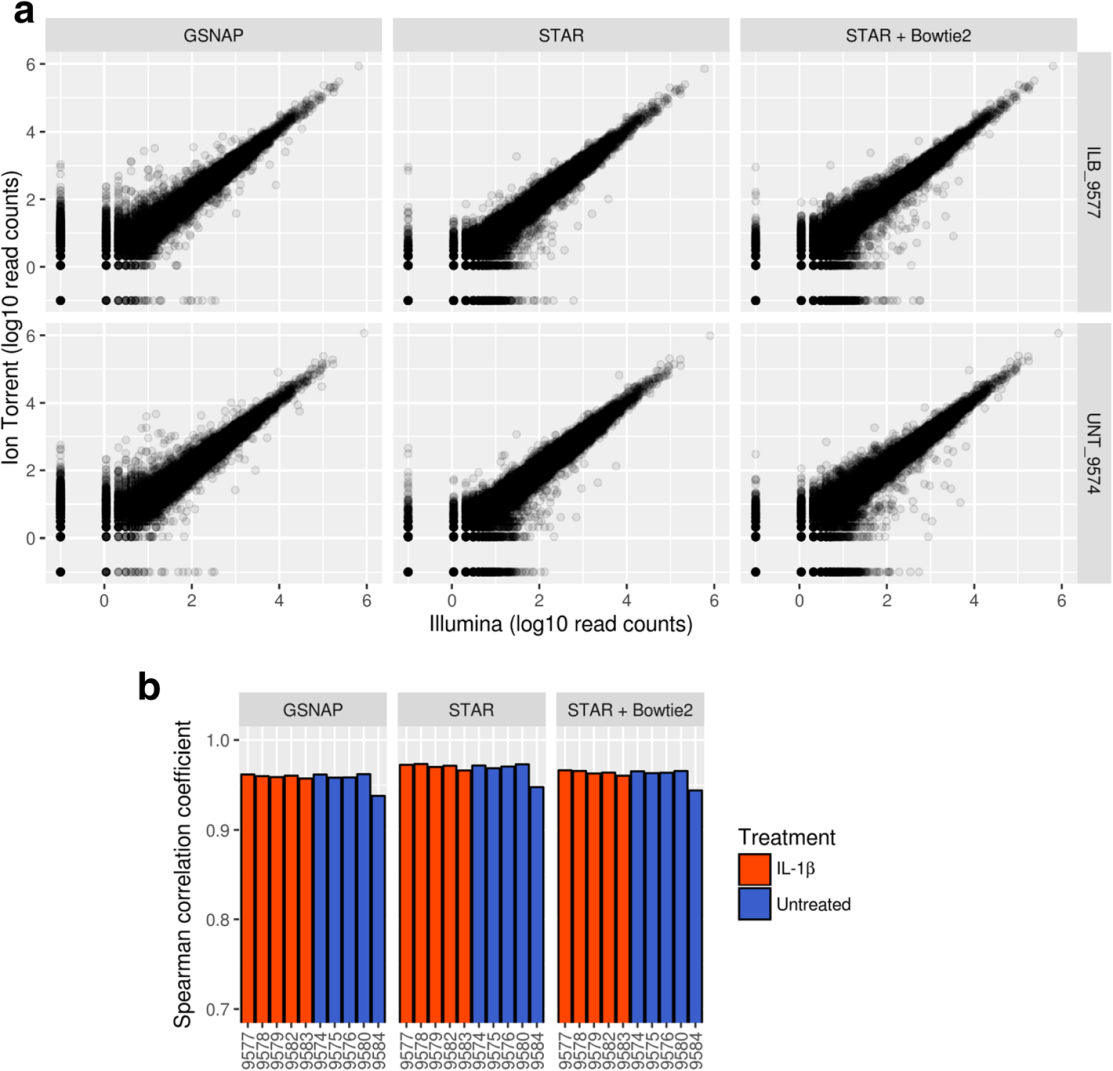
Read count comparison between platforms**. a** Scatterplots comparing the gene-level read counts between Illumina (x-axis) and Ion Torrent (y-axis). Results are displayed for two representative samples (IL-1β treated 9577 and untreated 9574), across all three alignment algorithms. Both axes are scaled to log10 of the PORT-normalized read counts. **b** Spearman correlation coefficients comparing Illumina and Ion Torrent gene-level read counts. Correlation coefficients are displayed for all samples and colored according to treatment group (IL-1β = orange; untreated = blue). The one sample showing a slightly reduced correlation is untreated 9584

In addition to the gene-level agreement between the Illumina and Ion Torrent platforms, they also showed similarity with respect to reads mapping to ribosomal RNA (rRNA)—commonly present even after poly-A selection—and the mitochondrial chromosome (chrM). Both platforms identified a down-regulation of reads mapping to chrM in the mice treated with IL-1β (Additional file 8: Figure S4, top), although the effect was more subtle in the Ion Torrent data. This falls in line with previous findings that IL-1β affects mitochondrial function in the liver, inhibiting hepatic ATP production [20]. Neither platform showed a treatment-specific effect in the number of rRNA reads (Additional file 8: Figure S4, bottom), though Ion Torrent tended to have a smaller percentage of rRNA-mapping reads than Illumina. Again, these patterns are present in data mapped by each alignment algorithm. Taken together, these results suggest the two sequencing platforms agree substantially at the level of alignments and gene quantification.

### Differential expression comparison agrees across platforms

To identify genes that are differentially expressed between our two treatment conditions we used a two-sided Mann-Whitney *U* test [21], followed by a Benjamini-Hochberg correction for multiple testing [22]. We chose this classical method for three primary reasons: 1) This is a widely used and relatively uncontroversial approach, 2) with five replicates in each condition we had enough samples to generate significant *p*-values from the permutation procedure used by the Mann-Whitney *U* test, and 3) many of the modern methods for identifying differentially expressed genes (DEGs) are built on top of assumptions and models derived largely from Illumina data. This is not to say that these methods are invalid for use with Ion Torrent data, but we wanted to avoid using methods that might make assumptions specific to one of the sequencing platforms.

We define a gene as significant if it has a *q*-value ≤0.05 (i.e. a Benjamini-Hochberg false discovery rate no more than 5%). 

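With the rank test at q < 0.05, the Illumina data gave 6244 DEGs with GSNAP, 5977 with STAR and 6225 with STAR + Bowtie2. The Ion Torrent data gave 6043, 5567 and 6012. The Illumina count was higher by 201, 410 and 213 genes. Among the DEGs of the 6 tables, 86.6% to 87.6% had every treated mouse on one side of every untreated mouse, which chance gives for 0.794% of genes. The largest p-value called lay between 0.0185 and 0.0204, and the smallest exact two-sided p that 5 mice against 5 allow is 0.00794. The share of DEGs that were higher with IL-1β was 35.8%, 36.0% and 37.0% in the Illumina tables and 34.0%, 33.2% and 35.3% in the Ion Torrent tables. After division by the TMM library size it was 50.9%, 51.2% and 49.6%, and 49.3%, 49.3% and 49.4%. With all 10 mice kept, requiring an absolute log2 fold change above 1 as well moved the counts most, to 2534, 2453 and 2512 DEGs in the Illumina data and 2465, 2339 and 2452 in the Ion Torrent data. The difference between the platforms depended on the test. With DESeq2 and STAR + Bowtie2, the Ion Torrent data gave more DEGs (7431 against 7404). With edgeR and GSNAP, it went from 174 more DEGs in the Illumina data to -147 when mouse ILB_9583 was left out of both platforms and to -19 without ILB_9578. It rose to 599 without 9584, to 352 without UNT_9580 and to 314 without UNT_9576. The other fits that left out 1 mouse gave 117 to 245.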

All combinations of alignment algorithm and platform discovered roughly 5500–6400 differentially expressed genes, with the Illumina data detecting 280–400 more DEGs than the Ion Torrent data (Fig. 3a; Additional file 9: Table S4). 

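Within an aligner, 4836 DEGs were shared by the platforms with GSNAP, 4516 with STAR and 4841 with STAR + Bowtie2. These made up 77.5%, 75.6% and 77.8% of the Illumina lists and 80.0%, 81.1% and 80.5% of the Ion Torrent lists. Of all DEGs found in either platform they were 64.9%, 64.3% and 65.5%. With no filter on low counts, the GSNAP share of all DEGs was 52.9%. With edgeR in place of the rank test the shared part was 72.3%, 72.4% and 72.9%.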

Within a given alignment algorithm both platforms had ~76–81% of their DEG lists in common, indicating a moderate concordance. 

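With GSNAP, 1408 genes were DEGs only in the Illumina data and 1207 only in the Ion Torrent data. The corresponding numbers were 1461 and 1051 with STAR, and 1384 and 1171 with STAR + Bowtie2. A mean count under 10 in both platforms was found for 9.80%, 12.8% and 10.0% of the Illumina-specific DEGs and 10.4%, 10.5% and 9.91% of the Ion Torrent-specific DEGs. Among the DEGs of both platforms this share was 2.30%, 2.70% and 2.25%. An absolute log2 fold change under 1 in both platforms was found for 75.1%, 72.5% and 74.4% of the Illumina-specific and 68.9%, 70.3% and 71.8% of the Ion Torrent-specific DEGs. Among the DEGs of both platforms it was 50.7%, 50.0% and 51.5%.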

Focusing on those genes detected as differentially expressed by only one of the platforms, we found the majority were at the fringes of detectability owing to their low expression levels or small fold-changes (Fig. 3b - blue and green dots). Thus the typical gene not in the intersection was just below our significance cutoff in one platform. 

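The q-value of a platform-specific DEG in the other platform had a median of 0.116 for Illumina-specific and 0.138 for Ion Torrent-specific DEGs with GSNAP. The medians were 0.120 and 0.114 with STAR, and 0.116 and 0.141 with STAR + Bowtie2. A q-value between 0.05 and 0.1 in the other platform was found for 508 (36.1%), 477 (32.6%) and 510 (36.8%) of the Illumina-specific DEGs and for 410 (34.0%), 421 (40.1%) and 393 (33.6%) of the Ion Torrent-specific DEGs. With 5 mice against 5, the p-value of the rank test moves in steps for genes without ties. Genes with ties had a p-value from a normal approximation, and a table held 372 to 464 different p-values in all.

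**Figure D1:**
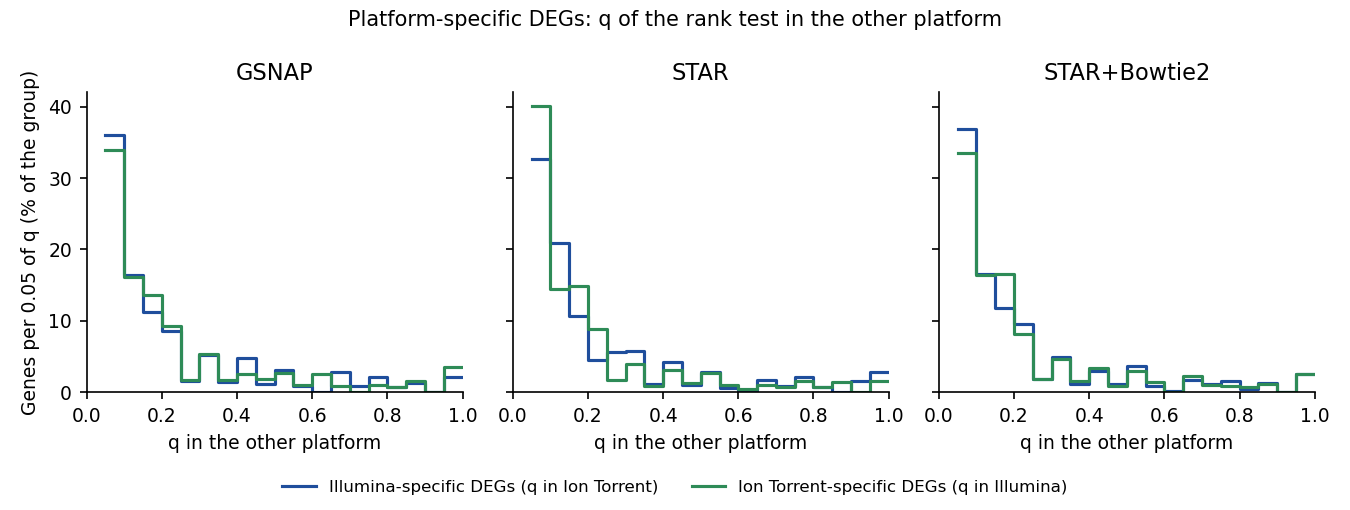
Platform-specific DEGs by their q-value in the platform where they were not called. The x-axis is the q-value of the rank test and the y-axis the percentage of the group in each interval of 0.05; blue lines are Illumina-specific and green lines Ion Torrent-specific DEGs, with 1 panel per aligner, and genes without a q-value are counted at 1. The interval from 0.05 to 0.1 is the fullest in every panel, with 32.6% to 40.1% of a group.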

We hypothesize that the majority of these platform-specific DEGs that are truly differential would likely be detected by both platforms with additional sequencing depth. To test this hypothesis, we randomly down-sampled our normalized GSNAP data from both platforms to various levels, repeated the Mann-Whitney DE analysis in each down-sampled dataset, and compared the agreement between the two platforms as a function of coverage depth (see Additional file 1: Supplementary Methods for full details). 

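The deposited gene counts of the GSNAP tables were thinned at random to 90%, 80%, 70%, 60% and 50%, 20 times at each level, and the 11974 genes detected in every draw were tested again. This follows the down-sampling on counts, since the reads themselves are not used here. At 50% of the counts, 65.6% ± 0.411 (SD over 20 draws) of all DEGs were found in both platforms. The share was 66.5%, 67.2%, 68.1% and 68.7% at the levels between and 69.5% with all counts, a rise of 3.89 percentage points. The share with all counts was above the share at 50% in 20 of 20 draws. Draws are repeats of the thinning, not of the mice, so that their SD holds no variation between mice. With edgeR and 3 draws, the test that moved the rise most, it was 3.02 percentage points, from 73.0% to 76.1%.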

Our down-sampling experiment showed that as read depth increases, so does the percentage of total DEGs identified by both platforms (Additional file 10: Figure S5), which provides initial evidence in support of this hypothesis. While these increases in concordance may seem modest, this down-sampling experiment uses read depths at the lower end of the spectrum (6–12 million reads; 2-fold change in read depth) for most RNA-seq experiments. We also repeated our DE analysis using the *limma* package [23] to assess how an algorithm specifically designed for expression data would perform in these two platforms. We found *limma* identified nearly all of the DEGS from our Mann-Whitney analyses (Additional file 9 Table S4; Additional file 11: Figure S6 ), in addition to identifying platform-specific DEGs not originally found by Mann-Whitney. These differences are likely due to the differing statistical power of the tests underlying these two methods. 

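In the Illumina data, limma-voom called 90.8%, 90.8% and 92.1% of the DEGs of the rank test with GSNAP, STAR and STAR + Bowtie2. For Ion Torrent it called 90.5%, 90.7% and 91.7%. It called 7470, 7192 and 7434 genes in the Illumina data and 7292, 6689 and 7308 in the Ion Torrent data at an adjusted p below 0.05. Among its calls, 706, 739 and 595 were specific to Illumina and 545, 426 and 548 specific to Ion Torrent without being DEGs of the rank test.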

Interestingly, many DEGs identified as platform-specific using Mann-Whitney were identified in both platforms using *limma*. This also supports our hypothesis that many of these platform-specific DEGs are the result of sequencing depth and experimental/biological noise, and would otherwise be detectable in both platforms. 

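Of the DEGs specific to Illumina by the rank test, limma-voom called 564 of 1408 (40.1%) in both platforms with GSNAP, 536 of 1461 (36.7%) with STAR and 570 of 1384 (41.2%) with STAR + Bowtie2. Of those specific to Ion Torrent, it called 378 of 1207 (31.3%), 352 of 1051 (33.5%) and 425 of 1171 (36.3%) in both.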

We continue to use the Mann-Whitney DE results for the remainder of this manuscript, for the reasons we outlined above (it is agnostic to platform and alignment method).

**Fig. 3:**
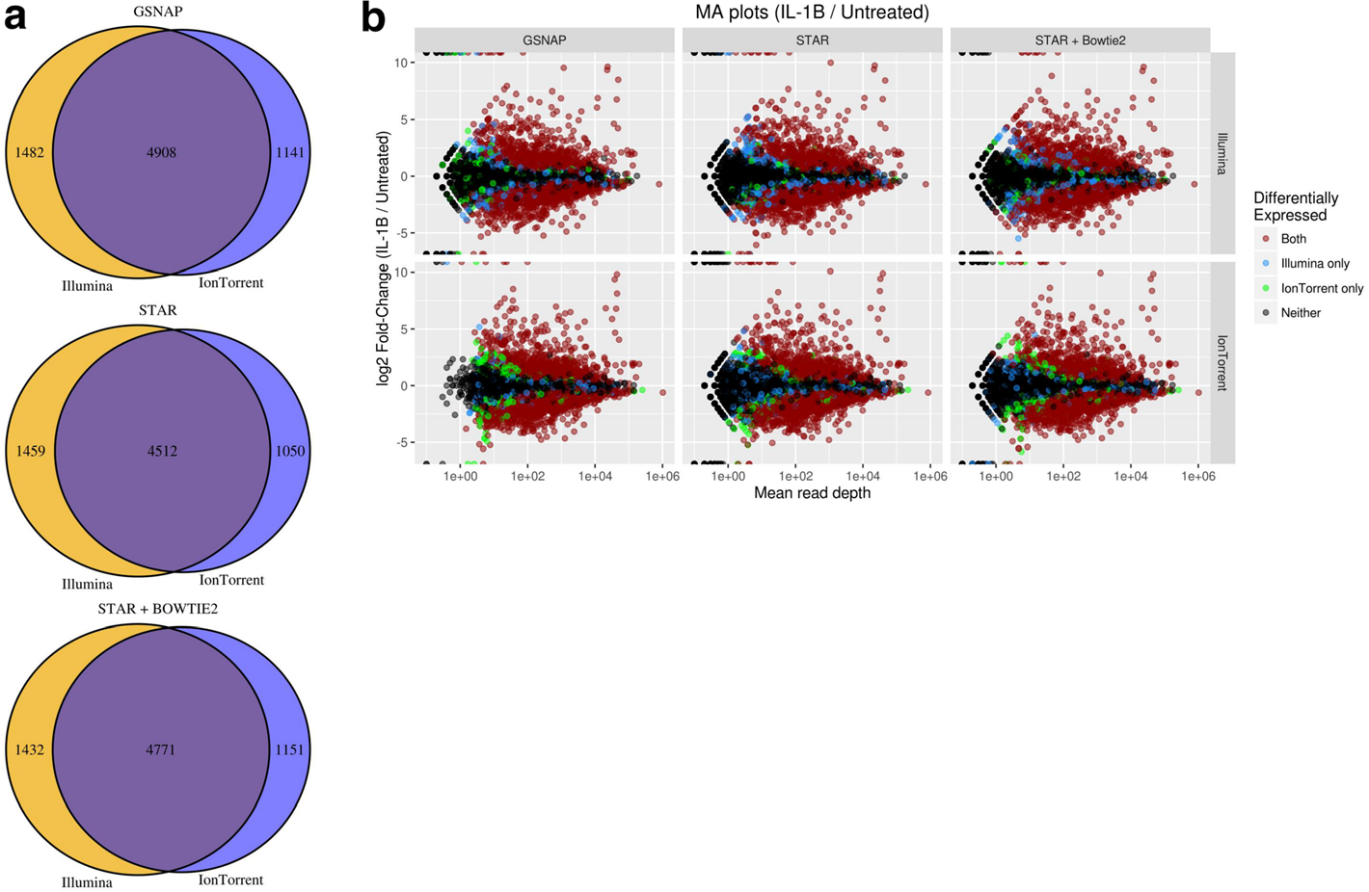
Differential expression comparison agrees across platforms. Within each combination of platform and aligner, differentially-expressed genes (DEGs) were identified using a two-sided Mann-Whitney test, followed by a Benjamini-Hochberg (BH) correction for multiple testing. Genes with BH *q*-values <0.05 were identified as differentially expressed. **a** The overlap in DEGs between Illumina and Ion Torrent for each aligner. **b** MA plots for every combination of platform and aligner. Within each aligner, genes are colored according to the platform in which they were identified as DEGs

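DEGs found in both platforms with GSNAP had a median count of 275 in the Illumina and 355 in the Ion Torrent data. The genes found in neither had 49 and 64.3. Illumina-specific DEGs had 136 and 151, and Ion Torrent-specific DEGs 96.2 and 160. The median absolute log2 fold change of the shared DEGs was 0.93 in the Illumina and 0.90 in the Ion Torrent data, against 0.24 and 0.24 for genes found in neither. With STAR, the shared DEGs had median counts of 273.5 and 309 and median absolute log2 fold changes of 0.95 and 0.93. With STAR + Bowtie2, they had 274.5 and 373.5, and 0.93 and 0.91.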

The DEGs identified by both platforms were among those with the highest expression levels and largest fold-change values (Fig. 3B - red dots). 

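Log2 fold changes were taken as the ratio of the mean counts of treated and untreated mice, with 1 read added to both where a mean was 0, and compared between platforms across the DEGs shared by both. The Spearman correlation was 0.983 with GSNAP, 0.983 with STAR and 0.984 with STAR + Bowtie2, and Pearson's correlation was 0.981 in each of the 3. The DEGs are not independent replicates, and both platforms measured the same mice, so the correlation does not start from 0. In 100 other splits of the 10 mice, its median was 0.513, 0.515 and 0.518. Without the log2 scale, a setting chosen after the data were examined, Pearson's correlation was 0.850, 0.978 and 0.805.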

Comparing the fold-change values for the DEGs between platforms directly, we again found good agreement for those DEGs identified in both Illumina and Ion Torrent (Additional file 12: Figure S7; Additional file 13: Table S5). The fold-change values for platform-specific DEGs tended to be larger for the platform in which they were detected, though they still showed strong, positive correlations between the two platforms. Thus, both platforms are equally capable of identifying the most significant differences in gene expression and are in good agreement at the level of DEG detection.

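For Illumina-specific DEGs, the Spearman correlation of the log2 fold changes was 0.907 with GSNAP, 0.895 with STAR and 0.889 with STAR + Bowtie2. For Ion Torrent-specific DEGs it was 0.884, 0.909 and 0.900. Other splits of the mice, which again hold part of the IL-1β effect, gave medians of 0.301, 0.322 and 0.324 for the former. For the latter they gave 0.316, 0.331 and 0.318. Pearson's correlation was 0.881, 0.862 and 0.852 for Illumina-specific and 0.846, 0.880 and 0.874 for Ion Torrent-specific DEGs. The change was larger in the platform that called the gene for 84.4%, 83.1% and 82.4% of the Illumina-specific and 85.9%, 88.2% and 86.4% of the Ion Torrent-specific DEGs. Its direction was the same in both platforms for 95.8% to 98.2% of the 6 groups. With GSNAP, the median absolute log2 fold change of Illumina-specific DEGs was 0.59 in the Illumina and 0.40 in the Ion Torrent data, and that of Ion Torrent-specific DEGs was 0.46 and 0.65. Genes were grouped by a threshold in one platform, which by itself favors the larger change in that platform.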

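Whether the IL-1β effect of a gene differed between the platforms was tested directly, with a platform-by-treatment term fitted by edgeR to the 20 libraries of an aligner with each mouse as a block. Of the 15578 genes, 10 had an adjusted p below 0.05 with GSNAP, 1 with STAR and 12 with STAR + Bowtie2. An unadjusted p below 0.05 was found for 1215, 1090 and 1210 genes, or 7.80%, 7.00% and 7.77%. Among the adjusted calls, the Ion Torrent minus Illumina log2 fold change was positive for 5 genes and negative for 5 with GSNAP, and positive for 9 and negative for 3 with STAR + Bowtie2. In all, 18 genes were called with at least 1 aligner, 4 with at least 2, and 1 (Serpina3c) with all 3. Without the block for the mouse, the counts were 3, 0 and 6, with 302, 244 and 297 genes at an unadjusted p below 0.05. In the fit with the block, DESeq2 called 15, 3 and 12 genes and limma-voom 10, 0 and 10, with 1272 genes at an unadjusted p below 0.05 for its count of 0 with STAR. Leaving out mouse 9584 gave 23, 10 and 17 genes, and leaving out 9574 gave 2 with STAR. Among the genes called with GSNAP, 4 had the same direction with all 3 aligners. For Gbp11 (ENSMUSG00000092021, chromosome 5, 105755499 to 105772948), the Ion Torrent effect exceeded the Illumina effect by 2.70 on the log2 scale (standard error 0.20, adjusted p = 7.62e-08 from edgeR) with GSNAP. The differences with STAR and STAR + Bowtie2 were 0.38 and 1.03 (adjusted p = 0.813 and 0.431 from edgeR). For Gbp8 (ENSMUSG00000034438, chromosome 5, 105443172 to 105482580), the difference was 1.19, 0.71 and 1.04. Its call with GSNAP (adjusted p = 0.0329 from edgeR) was lost in 6 of the 10 fits that left out 1 mouse, where the adjusted p reached 0.0906. Hsd3b2 (ENSMUSG00000063730, chromosome 3, 98513178 to 98528499) fell less in the Ion Torrent data, by 0.83, 0.55 and 0.95 (adjusted p = 0.000599, 0.653 and 0.000193 from edgeR). Serpina3m (ENSMUSG00000079012, chromosome 12, 105625374 to 105632467) rose less in the Ion Torrent data, with differences of -0.69, -0.070 and -0.30 (adjusted p = 0.000311, 0.860 and 0.573 from edgeR). Without the block for the mouse, the GSNAP differences of the 4 were 2.66, 1.18, 0.83 and -0.67, and none of them was called with any aligner. Each of these genes has a close paralog with which reads can be shared. The closest coding transcript is that of Gbp4 for Gbp11 and Gbp8 (94.1% and 88.6% identity), of Hsd3b6 for Hsd3b2 (93.1%) and of Serpina3k for Serpina3m (90.2%). From the shared DEGs, their fold changes and the overlap of the lists, the paper concludes that both platforms are equally capable of finding the most significant differences in expression.

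**Figure D2:**
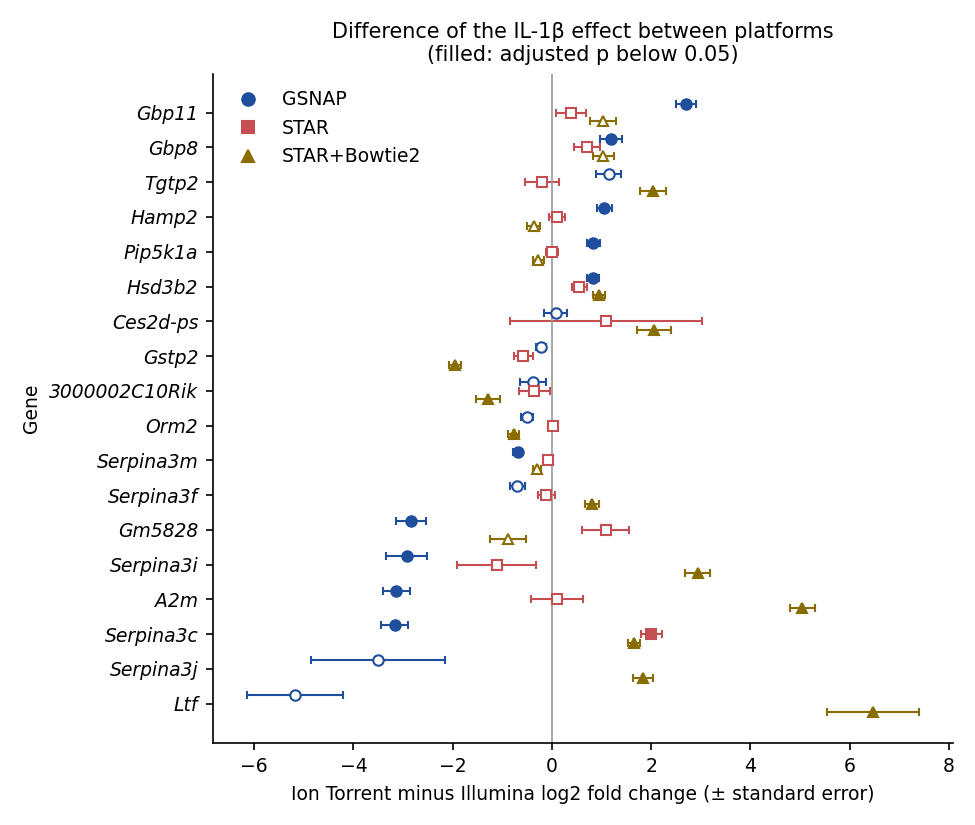
Difference of the IL-1β effect between the platforms for the 18 genes called with at least 1 aligner, which were chosen by their p-values. The x-axis is the Ion Torrent minus the Illumina log2 fold change with its standard error, symbols are aligners, and filled symbols have an adjusted p below 0.05; Ltf and Serpina3j with STAR are not drawn because their mean count was too low or no estimate was reached. A2m lies at -3.13 with GSNAP, 0.10 with STAR and 5.05 with STAR + Bowtie2, on both sides of 0.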

### Both platforms are in agreement about the top enriched pathways

To investigate how well the results from both platforms agree at the level of biological systems, we used Ingenuity Pathway Analysis (IPA) [24], which identifies the pathways and biological systems most affected by the IL-1β treatment. The IPA tool uses a curated database of literature and experimental results to identify the pathways and biological functions enriched among a list of DEGs. We collected lists of DEGs from every combination of platform and alignment algorithm and analyzed each list separately using IPA. Both platforms showed strong enrichment of pathways related to the inflammatory response, regardless of alignment algorithm (Fig. 4; Additional file 14: Table S6). These top pathways include *granulocyte adhesion and diapedesis*, *hepatic cholestasis*, as well as various interleukin signaling pathways. 

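Single genes behind the enrichment were taken by a rule of size. Among the 2684 genes with an adjusted p below 0.05 (edgeR), no overlap between treated and untreated mice in any of the 6 tables and a mean count of at least 100, the 5 highest and the 5 lowest log2 fold changes in the Illumina GSNAP data were chosen. Of these 2684 genes, 1007 were higher and 1677 lower with IL-1β. Such a balance depends on scaling. Of all edgeR DEGs in the Illumina GSNAP data, 49.8% were higher with TMM and 34.7% without it. The highest of the chosen genes was Lcn2 (ENSMUSG00000026822, chromosome 2, 32240153 to 32243317), which encodes lipocalin. Its normalized count in the Illumina data was 50241 ± 5630 (SD, n = 5) in treated and 56.5 ± 19.6 (SD, n = 5) in untreated mice, a log2 fold change of 9.79 (standard error 0.24, adjusted p = 2.63e-12 from edgeR). In the Ion Torrent data, the log2 fold change was 9.98 (standard error 0.34, adjusted p = 1.55e-11 from edgeR). Leaving out 1 mouse at a time kept it between 9.67 and 10.01 in the Illumina data. A2m (ENSMUSG00000030111, chromosome 6, 121586191 to 121629255) had 9.64 in the Illumina and 6.52 in the Ion Torrent data, and the difference was called by edgeR (adjusted p = 3.88e-07 for the platform-by-treatment term). Its untreated normalized count was 3.02 ± 1.77 in the Illumina and 29.5 ± 6.30 in the Ion Torrent data (SD, n = 5). The others that rose were Saa3 (ENSMUSG00000040026, chromosome 7, 53967368 to 53971046) with 9.50 and 9.52, Saa2 (ENSMUSG00000057465, chromosome 7, 54007203 to 54009684) with 8.65 and 8.29, and Syt12 (ENSMUSG00000049303, chromosome 19, 4445908 to 4477447) with 7.62 and 7.11. Saa2 is 93.4% identical to Saa1 over 608 bases, so that reads of the pair can be shared, and Saa3 is 82.2% identical to Saa1 over 286 bases. The lowest was D0H4S114 (ENSMUSG00000042834, chromosome 18, 33596673 to 33623683). Its normalized count was 16.2 ± 10.5 (SD, n = 5) in treated and 539 ± 141 (SD, n = 5) in untreated mice in the Illumina data, a log2 fold change of -5.05 (standard error 0.30, adjusted p = 1.21e-08 from edgeR). The Ion Torrent value was -4.61 (standard error 0.30). Cyp7a1 (ENSMUSG00000028240, chromosome 4, 6192759 to 6202780) had -4.73 and -4.52, with a wide spread among treated mice (96.5 ± 111 normalized counts in the Illumina data, SD, n = 5). Without mouse 9577, its values were -5.71 and -5.84. 8430408G22Rik (ENSMUSG00000048489, chromosome 6, 116600702 to 116602865) had -4.39 and -4.36, Fam13a (ENSMUSG00000037709, chromosome 6, 58882084 to 58974543) -4.33 and -4.23, and Nr1i3 (ENSMUSG00000005677, chromosome 1, 173144101 to 173150832) -4.19 and -3.90. A transcript of Nr1i3 is identical over 1861 bases to one of the neighboring Tomm40l. For each of the 10 genes, edgeR's adjusted p was at most 2.70e-05 in both GSNAP tables. The exact permutation test gave p = 0.00794, the smallest that 5 mice against 5 allow. The genes were selected for no overlap between the groups, which fixes that p, so it adds no evidence.

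**Figure D3:**
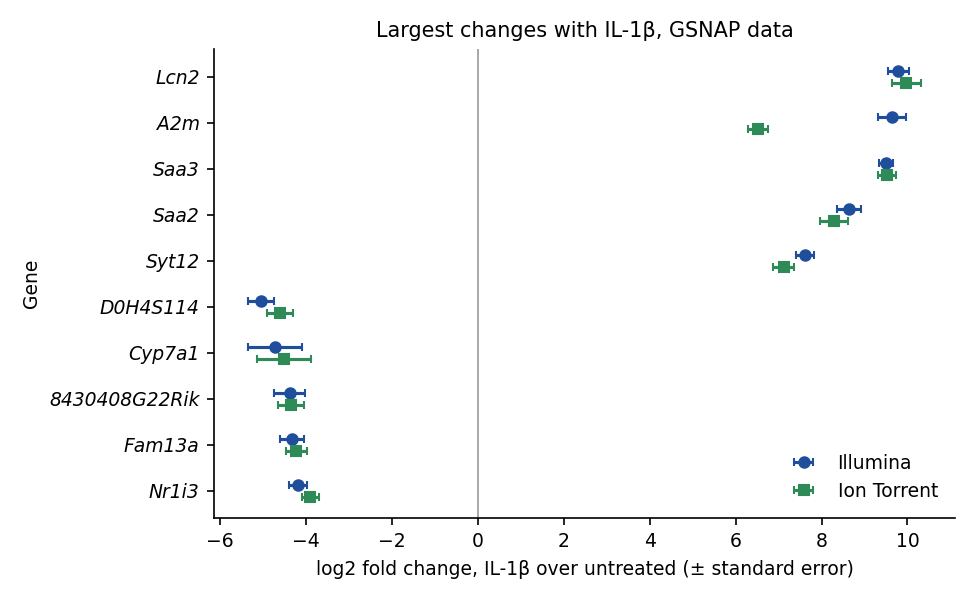
Log2 fold change of the 5 highest and 5 lowest genes in the GSNAP data. The x-axis is the log2 fold change of IL-1β over untreated mice with its standard error from edgeR, blue circles are Illumina and green squares Ion Torrent, with 5 mice per group. A2m is the gene whose values lie farthest apart, at 9.64 and 6.52.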

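The paper lists 33 molecules under granulocyte adhesion and diapedesis in all 6 combinations of platform and aligner, and 31 of them were matched to a gene by symbol. In each of the 6 tables, edgeR called all 31 at an adjusted p below 0.05 over all genes tested, with 26 higher and 5 lower. The list was drawn up by the study from these samples, so the count is not independent evidence. The median log2 fold change was 2.95, 2.88 and 2.84 in the Illumina tables and 2.93, 2.96 and 2.99 in the Ion Torrent tables, and it was the same with the genes without reads in a group set at their bound of 3 reads per group. The 5 named next have the largest log2 fold changes fitted by edgeR in the Illumina GSNAP data. Ccl20, Il1r2 and Itga2 had 0 or 1 Illumina reads over the untreated mice, so the fitted values do not establish their place among the largest. Ccl20 (ENSMUSG00000026166, chromosome 1, 83113341 to 83115742) had 151 reads over 5 treated mice and 0 over 5 untreated mice, at least 50.3-fold higher with 3 reads set over the group. Its Ion Torrent reads were 207 against 1, a ratio of 207 (36.7 to 8215). Il1r2 (ENSMUSG00000026073, chromosome 1, 40141613 to 40182064) had 243 reads against 1, a ratio of 243 with a 95% counting interval of 43.2 to 9637, and 369 against 1 in the Ion Torrent data, a ratio of 369 (65.8 to 14614). Itga2 (ENSMUSG00000015533, chromosome 13, 115626124 to 115722249) had 40 against 0, at least 13.3-fold higher, and 50 against 2 in the Ion Torrent data, a ratio of 25 (6.57 to 212). These intervals and bounds cover counting error only. Mmp8 (ENSMUSG00000005800, chromosome 9, 7558429 to 7568486) had a log2 fold change of 6.09 (standard error 0.51, adjusted p = 3.47e-07 from edgeR) in the Illumina and 5.66 (standard error 0.59, adjusted p = 1.80e-06 from edgeR) in the Ion Torrent data. Cxcl9 (ENSMUSG00000029417, chromosome 5, 92750357 to 92757105) had 5.90 (standard error 0.24) and 5.80 (standard error 0.29), with 8214 ± 2234 normalized counts in treated and 137 ± 35.2 in untreated mice (SD, n = 5) in the Illumina data.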

Given the proinflammatory role of IL-1β, this is in line with our expectations [25–28]. Perhaps most importantly, the IPA results across all datasets identify IL-1β as one of the top two upstream regulators (Additional file 15: Table S7). In summary, given the strong agreement among enriched biological pathways between both platforms, a scientist using either sequencing technology would ultimately reach the same systems-level conclusions about the effects of IL-1β on liver function.

**Fig. 4:**
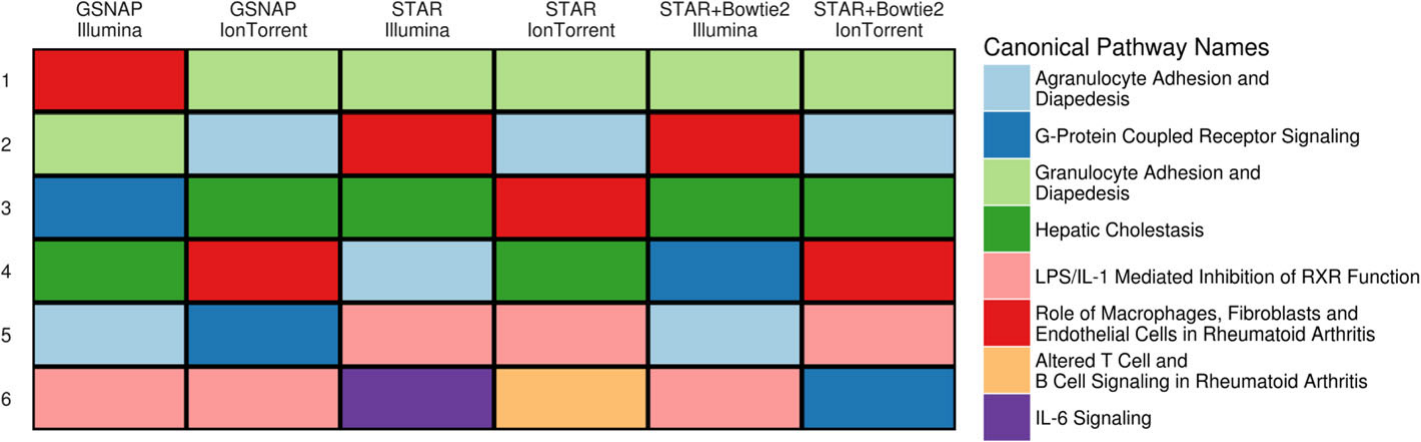
Both platforms show good agreement among the top enriched pathways. Ingenuity Pathway Analysis was performed separately on the lists of DEGs identified by each combination of aligner and platform. This figure presents the top 6 canonical pathways with significant enrichment in each dataset (ordered by enrichment *p*-value)

### Platform and aligner choice affects detection of a subset of genes

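With at least 5 reads in 5 of the 10 samples of a platform, 13500 genes were detected in both platforms with GSNAP, 12498 with STAR and 13563 with STAR + Bowtie2. The genes detected in only 1 platform numbered 168 in the Illumina and 1446 in the Ion Torrent data with GSNAP.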

While the majority of our analyses indicate a strong agreement between both platforms, we did observe that some genes are detected in a platform-specific manner. 

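With STAR, 619 genes were detected only in the Illumina data and 379 only in the Ion Torrent data. With STAR + Bowtie2, the numbers were 358 and 1252. Leaving out 1 mouse at a time gave Illumina counts of 160 to 187 with GSNAP and 604 to 645 with STAR, and Ion Torrent counts of 1391 to 1425 with GSNAP. A minimum of 10 reads moved the Illumina count with STAR + Bowtie2 to 225.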

Examining the data from each of the alignment algorithms separately, we found the STAR alignments yielded the most platform-specific genes in the Illumina data, while GSNAP yielded the most platform-specific genes in the Ion Torrent data (Fig. 5a; Additional file 16: Table S8). Additionally, the bulk of these platform-specific genes are mapped by less than 10 reads (Fig. 5b - representative samples; Additional file 17: Figure S8 - all samples). This suggests that the genes which are detected in a platform-specific manner are expressed at low levels. 

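Genes detected only in the Illumina data had a mean count under 10 in that platform in 81.5% of cases with GSNAP, 62.5% with STAR and 71.2% with STAR + Bowtie2. For genes detected only in the Ion Torrent data the shares were 60.9%, 86.5% and 57.8%. A mean count under 50 was found for 93.5%, 97.6% and 97.5% of the former and 1380 of 1446, 373 of 379 and 1189 of 1252 of the latter. The median of the mean counts was 5.6, 7.4 and 6.6 in the Illumina data, where the Ion Torrent counts of the same genes had medians of 3.6, 1.8 and 1.5. It was 8, 6 and 8.35 in the Ion Torrent data, where the Illumina counts had medians of 1.2, 3.3 and 2.5. Many of these genes therefore had reads in the other platform too, under the minimum.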

We hypothesize that increasing read depth or performing a replicate of this experiment would allow for detection of these genes in both platforms.

**Fig. 5:**
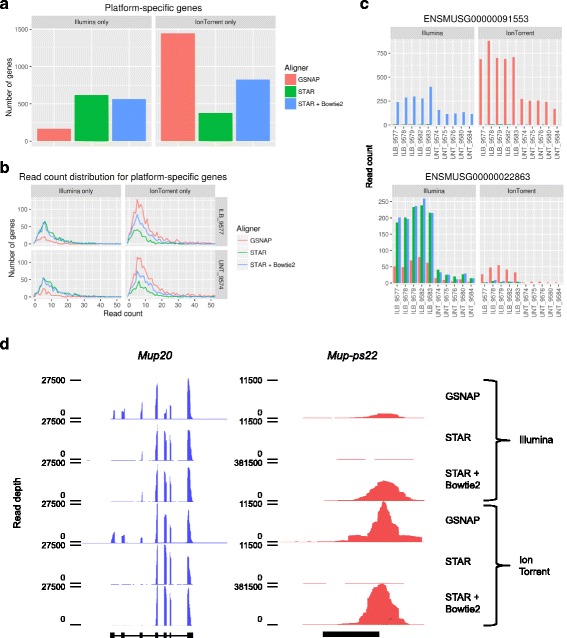
Differential gene detection due to platform/aligner choice. **a** Bar graphs displaying the number of genes detected exclusively by Illumina or Ion Torrent. These numbers are displayed for all three alignment algorithms. Detected genes are defined as those with at least 5 reads in 5 of the samples. **b** Distribution of read counts for platform-specific genes are displayed for two representative samples (IL-1β treated 9577 and untreated 9574), across all three alignment algorithms. The majority of platform-specific genes have less than 50 reads, so the graph’s x-axis is limited to the [0,50] range for display purposes. **c** Expression traces for two representative genes showing differential detection between platforms/aligners. Expression plots are colored according to aligner. **d** Coverage plots for a gene/pseudogene pair with significant differenc﻿es across aligner/platform; *Mup20* (left; blue) and *Mup-ps22* (right; red) from a representative sample (untreated 9574) across all combinations of platform and aligner. Gene models for *Mup20* and *Mup-ps22* are displayed in the sense orientation (5′ → 3′) below the coverage plots. Note, the loci displayed for *Mup20* and *Mup-ps22* are 22,000 bp and 2000 bp in length, respectively

Looking specifically at the DEGs, we compared the length, number of exons, average exon length, and GC content of genes identified by both platforms, Illumina only, Ion Torrent only, and neither platform. While there were no differences in the majority of these metrics between these groups of DEGs, we did observe a trend in the GC content (Additional file 18: Figure S9). 

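Medians over the DEGs were compared across genes by permutation of the 2 platform-specific groups, with Benjamini-Hochberg adjustment over 9 comparisons of length and exons. The summed exon length of Illumina-specific and Ion Torrent-specific DEGs had medians of 3395 and 2980 bases with GSNAP (permutation test, adjusted p = 0.0033), 3490 and 3331 with STAR (adjusted p = 0.310) and 3394 and 3026 with STAR + Bowtie2 (adjusted p = 0.00427). The median number of exons was 8 and 8, 9 and 9, and 8 and 8 (adjusted p = 1 in each). The mean exon length had medians of 387 and 343 bases (adjusted p = 0.0018), 390 and 322 (adjusted p = 0.0009) and 382 and 344.5 (adjusted p = 0.00648). Genes are not independent replicates, so that these p-values describe the gene lists.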

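The GC content of the exons had a median of 49.8% in the DEGs of both platforms with GSNAP, 49.8% with STAR and 49.8% with STAR + Bowtie2. In Illumina-specific DEGs it was 47.9%, 47.7% and 47.9%, and in Ion Torrent-specific DEGs 53.3%, 53.8% and 53.3%. The Illumina-specific minus Ion Torrent-specific difference was -5.43, -6.07 and -5.42 percentage points (permutation test across genes, p = 0.0001 with each aligner, the smallest that the 10000 permutations can give). With DEGs called by edgeR it was -2.04, -3.18 and -2.46. Among genes matched on mean count it was -5.45, -5.97 and -5.37.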

The DEGs detected in both platforms had a GC content centered on 50%, while the Illumina- and Ion Torrent-specific DEGs tended to have lower and higher GC contents, respectively. Both platforms have known GC biases [1, 29, 30] which could be contributing to these platform-specific differences.

In addition to read counts, we also compared the biotypes of the various genes detected in these data (Additional file 19: Table S9). 

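Among the genes detected in both platforms, 91.7% were protein-coding with GSNAP, 96.2% with STAR and 91.6% with STAR + Bowtie2, and 5.61%, 1.10% and 5.64% were pseudogenes. Among the genes detected only in the Illumina data, 22.6%, 50.7% and 49.7% were pseudogenes. Among those detected only in the Ion Torrent data, 54.9%, 8.18% and 46.5% were.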

While over 90% of genes detected by both platforms were protein-coding, up to 50% of the platform-specific genes were classified as pseudogenes. Among these platform-specific genes, the exact percentage of protein coding and pseudogenes varies substantially depending upon both the sequencing platform and the aligner. This observation hints at an interaction between platform and aligner that impacts a researcher’s ability to detect particular genes.

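The share of pseudogenes among genes detected only in the Illumina data rested on 38 of 168 genes with GSNAP (Wilson 95% interval 16.9% to 29.5%), 314 of 619 with STAR (46.8% to 54.6%) and 178 of 358 with STAR + Bowtie2 (44.6% to 54.9%). For Ion Torrent it rested on 794 of 1446 (52.3% to 57.5%), 31 of 379 (5.82% to 11.4%) and 582 of 1252 (43.7% to 49.3%). The intervals treat genes as independent. The protein-coding share was 66.1%, 43.8% and 42.2% in the Illumina and 37.9%, 78.1% and 44.7% in the Ion Torrent data. A minimum of 10 reads moved the pseudogene share most in the Illumina data with STAR + Bowtie2, to 36%, and kept the order of the aligners within each platform except that the Ion Torrent shares with GSNAP and STAR + Bowtie2 became 47.8% and 48.2%. From the dependence of these percentages on both choices, the paper proposes an interaction between platform and aligner.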

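A mean count above 100 was reached by 3, 6 and 6 of the genes detected only in the Illumina data with GSNAP, STAR and STAR + Bowtie2, and by 24, 2 and 18 of those detected only in the Ion Torrent data. The highest in each list was named. With GSNAP, Gm14048 (ENSMUSG00000080989, chromosome 2, 130706602 to 130707869, a pseudogene 97.95% identical to Psmd11) had 328.6 ± 38.5 reads (SD, n = 10) in the Illumina and 0 in the Ion Torrent data. With STAR, Gm10925 (ENSMUSG00000090378, chromosome 1, 24620814 to 24621627), which is identical to mitochondrial mt-Atp6 over 588 bases, had 677.6 ± 147 and 4.7 ± 3.20. With STAR + Bowtie2, Gm12155 (ENSMUSG00000082790, chromosome 11, 44200617 to 44200776, a pseudogene 88.6% identical to mt-Co2) had 764.8 ± 140 and 1.2 ± 1.48. In the Ion Torrent data, Mup4 (ENSMUSG00000041333, chromosome 4, 59969676 to 59973582, 92.4% identical to Mup5) had 1438 ± 208 reads with GSNAP, against 4.4 ± 2.59 in the Illumina data. The microRNA gene AL844840.2 (ENSMUSG00000092984, chromosome 2, 72850911 to 72850984) had 789.1 ± 377 with STAR and 776 ± 382 with STAR + Bowtie2, against 0 in the Illumina data with either. The 10 libraries of each platform are the replicates, and the 0 over 10 libraries allows up to 3 reads in all.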

There are a few platform-specific genes that exhibited higher depth of coverage (> 100 mapped reads; Additional file 16: Table S8). However, many of these genes while platform-specific in data generated from one aligner were detected by both platforms when considering all of the aligners together (Fig. 5c - representative examples). 

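Of the genes above 100 reads, 0 of 3, 5 of 6 and 3 of 6 of the Illumina-specific and 20 of 24, 1 of 2 and 10 of 18 of the Ion Torrent-specific genes were detected in both platforms when the 3 aligners were taken together. Of all platform-specific genes this held for 79 of 168 (47.0%), 554 of 619 (89.5%) and 157 of 358 (43.9%) in the Illumina data. On the Ion Torrent side it held for 469 of 1446 (32.4%), 144 of 379 (38.0%) and 356 of 1252 (28.4%). Of the genes with the highest counts, Gm14048 was detected with all 3 aligners in the Illumina data and with none in the Ion Torrent data, and AL844840.2 the other way round.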

Curiously, in many of these cases the choice of alignment algorithm had substantial effects on the depth of coverage for these platform-specific genes. Consider two representative examples of differentially expressed genes: *Serpina3e-ps* and *Btg3*. We detected *Serpina3e-ps* (Fig. 5c - top) with both platforms using STAR + Bowtie2, with neither platform using STAR, and only with the Ion Torrent data using GSNAP. Similarly, we detected *Btg3* (Fig. 5c - bottom) with both platforms using GSNAP and STAR + Bowtie2, but with Illumina only when using STAR. 

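Serpina3e-ps (ENSMUSG00000091553) is a pseudogene on chromosome 12, from 105427727 to 105431136 on the minus strand, with 4 exons and 91.2% identity to Serpina3i, with which reads can be shared. With STAR + Bowtie2, its mean count in treated and untreated mice was 367 and 154.6 in the Illumina data (log2 fold change 1.40, standard error 0.14, adjusted p = 1.15e-06 from edgeR) and 147.6 and 39.8 in the Ion Torrent data (2.03, standard error 0.17, adjusted p = 2.31e-07 from edgeR). With GSNAP, the Ion Torrent means were 733.6 and 238.8 (log2 fold change 1.77, standard error 0.12, adjusted p = 2.71e-08 from edgeR). The Illumina libraries held 24 reads over 5 treated mice and 1 over 5 untreated mice, a ratio of 24 (95% counting interval 3.91 to 987), and 2 of the 10 reached 5 reads. With STAR, the means were 5.8 and 1 in the Illumina data, where 4 of 10 libraries reached 5 reads. In the Ion Torrent data there were 17 reads against 3, a ratio of 5.67 (1.64 to 30.2), and 2 of 10 libraries reached 5 reads. The edgeR call in that last table (adjusted p = 0.0428) was lost in 10 of 14 alternatives. These levels were normalized separately in each table.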

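Btg3 (ENSMUSG00000022863) lies on chromosome 16 from 78360105 to 78377437 on the minus strand, and 1354 bases of its transcript are 99.9% identical to the gene Gm7334, so that reads can be shared between them. In the Illumina data, its mean counts in treated and untreated mice were 62.4 and 8.8 with GSNAP, 215 and 25.6 with STAR and 233.6 and 23.2 with STAR + Bowtie2. The log2 fold changes were 2.99, 3.25 and 3.48 (standard errors 0.28, 0.19 and 0.20), with adjusted p from edgeR of at most 9.79e-07. The Ion Torrent means were 41 and 2.8 with GSNAP and 96.2 and 9.8 with STAR + Bowtie2, with log2 fold changes of 3.96 and 3.41 (standard errors 0.33 and 0.25). With STAR, the 5 treated mice had 19 reads in all and the 5 untreated mice 0, at least 6.33-fold higher with 3 reads set over the group. 1 of those 10 libraries reached 5 reads. Every treated mouse exceeded every untreated mouse in the 6 tables (exact permutation test, p = 0.00794).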

In both of these cases, our ability to detect these genes was dependent both on our choice of sequencing platform, as well as our choice of alignment algorithm.

### An interaction between platform and aligner affects detection of a gene/pseudogene pair

One particularly startling example of this platform/aligner interaction is the gene/pseudogene pair of *Mup20* and *Mup-ps22*. 

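Mup20 (ENSMUSG00000078672) lies on chromosome 4 from 61711268 to 61715192 on the minus strand, with 7 exons, and is 90.8% identical to Mup4 over 930 bases. Over the 10 mice, its mean count in the Illumina data was 22444 ± 7437 (SD, n = 10) with GSNAP, 35273 ± 11847 with STAR and 36076 ± 11696 with STAR + Bowtie2. Its Ion Torrent means were 23724 ± 7419, 34354 ± 11415 and 47261 ± 14897. By mean count the gene ranked 59, 36 and 39 in the Illumina and 83, 46 and 38 in the Ion Torrent tables, which were normalized separately. Untreated mouse 9574 had 34602, 54601 and 54600 reads in the Illumina and 36301, 54352 and 73140 in the Ion Torrent data. With IL-1β, the log2 fold change was -0.49 in the Illumina GSNAP data (adjusted p = 0.0371 from edgeR), a call lost under 7 alternatives, and -0.34 in the Ion Torrent GSNAP data (adjusted p = 0.146 from edgeR).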

We detected *Mup20* at very high expression levels using all combinations of platform and aligner (Fig. 5d - left, a representative sample). This is expected, as the major urinary protein (MUP) genes are expressed at very high levels in the livers of male mice [31]. Looking more closely at the coverage plots (displaying read depth across the length of each gene locus, rather than the total number of reads mapped to each gene), we did see that detection of the 5′ exons is affected by aligner choice, with the GSNAP-aligned data yielding the highest 5′ coverage. 

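Mup-ps22 (ENSMUSG00000080738) is a pseudogene of 1 exon on chromosome 11, from 54937197 to 54937439 on the plus strand. Its 243 bases, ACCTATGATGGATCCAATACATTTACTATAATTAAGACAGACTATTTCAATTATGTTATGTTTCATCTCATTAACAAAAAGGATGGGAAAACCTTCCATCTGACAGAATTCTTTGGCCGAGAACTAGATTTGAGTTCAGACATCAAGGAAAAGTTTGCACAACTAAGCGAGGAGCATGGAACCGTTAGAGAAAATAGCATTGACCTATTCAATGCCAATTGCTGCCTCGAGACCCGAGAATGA, are 90.1% identical to the Mup20 transcript, with which reads can be shared. Its mean count over the 10 mice was 71.2 ± 19.0 (SD, n = 10) with GSNAP, 62.2 ± 20.6 with STAR and 3045 ± 1040 with STAR + Bowtie2 in the Illumina data. The Ion Torrent libraries gave 773 ± 190, 1.4 ± 1.35 and 6756 ± 1635. In untreated mouse 9574, the Illumina counts were 108, 111 and 5169 and the Ion Torrent counts 1122, 3 and 10442. Every count lies in a separately normalized table.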

The related pseudogene *Mup-ps22* was detected at very low levels with STAR, substantially higher levels with GSNAP, and at extremely high levels with STAR + Bowtie2 (Fig. 5d - right). Furthermore, even looking within the GSNAP- and STAR + Bowtie2-aligned data, *Mup-ps22* was detected at a substantially higher level in the Ion Torrent data than in the Illumina data. 

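The separate normalization cancels in the Mup-ps22 percentage of all reads on Mup20 and Mup-ps22, taken within each library. With GSNAP, this share was 0.324% ± 0.0386 (SD, n = 10 mice) in the Illumina and 3.22% ± 0.385 in the Ion Torrent data, a difference of 2.90 percentage points. With STAR + Bowtie2, it was 7.84% ± 1.24 and 12.8% ± 1.69, a difference of 4.97 points. In both, it was higher in the Ion Torrent library in 10 of 10 mice (two-sided exact paired permutation test by sign flips, p = 0.00195, the smallest for 10 mice). With STAR, it was 0.181% ± 0.0451 and 0.00350% ± 0.00287, a difference of -0.178 points, and lower in the Ion Torrent library in all 10 mice (p = 0.00195, same exact test). Without any 1 mouse, the difference lay between 2.82 and 2.94, between 4.79 and 5.11 and between -0.183 and -0.168 points.

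**Figure D4:**
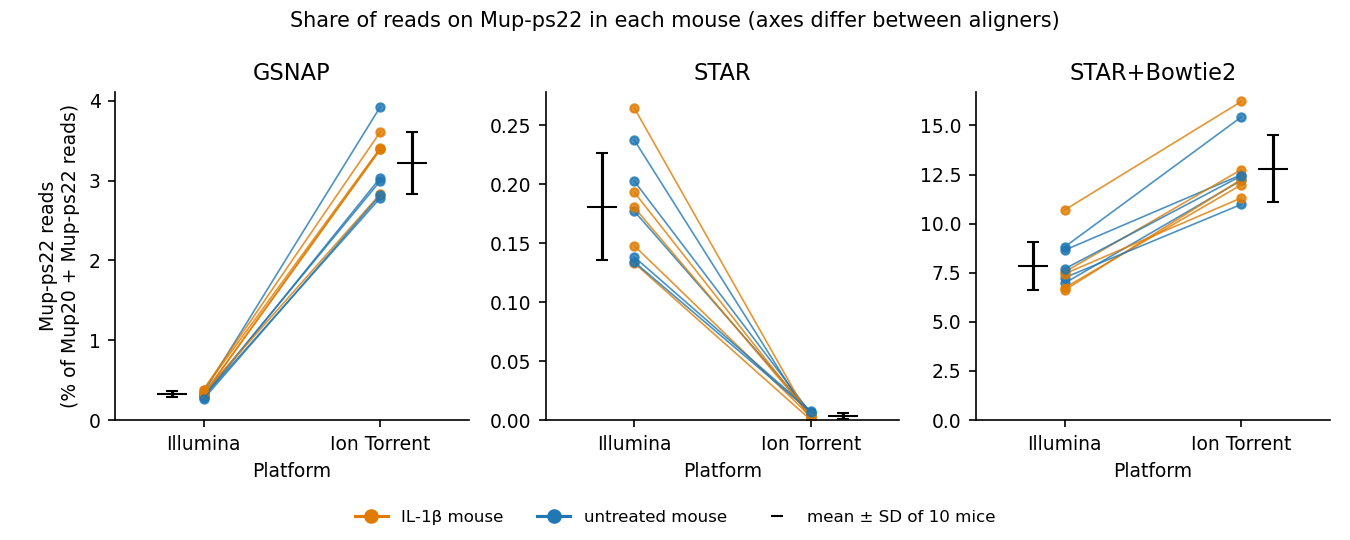
Mup-ps22 reads as a percentage of Mup20 and Mup-ps22 reads in each mouse, with 1 panel per aligner and a separate y-axis in each. Lines join the Illumina and Ion Torrent libraries of a mouse, and the black bars are the means and SD of 10 mice. With GSNAP and STAR + Bowtie2 every line rises from Illumina to Ion Torrent, and with STAR every line falls.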

We have confirmed the expression of both genes at detectable levels by qPCR (Additional file 20: Figure S10). This is a particularly extreme example of the phenomenon we observed previously, where our selection of both alignment algorithm and platform determines whether a gene is detected.

To further examine this platform/aligner interaction, we extracted all reads from untreated sample 9574 aligned by GSNAP, or STAR + Bowtie2 to either *Mup20* or *Mup-ps22*. Next, we used the STAR + Bowtie2 combination and the twelve most popular alignment algorithms, as determined by a recent survey of the literature [15], to map these reads to the reference genome. Interestingly, we found drastically different levels of expression for both genes across all alignment algorithms (Fig. 6). It is possible this variability in coverage could be explained by the differing strategies the aligners use to declare read alignments as ambiguous. However, the majority of aligners assigned few, if any, multimappers to *Mup-ps22* in either platform. It is also possible that we introduced a bias by using the reads aligned by GSNAP and STAR + Bowtie2 as input for the other alignment algorithms. To test for this effect we aligned all reads from sample 9574 using all thirteen aligners. We found that while the overall read depth at these loci is increased when using all of the reads, there was no change in the platform/aligner effect we observed above (Additional file 21: Figure S11). Taken together these observations provide further evidence that the choice of platform and aligner can affect our ability to resolve expression originating from different genomic loci. Furthermore, these differences are not due solely to an aligner’s ability to resolve multimapped reads.

**Fig. 6:**
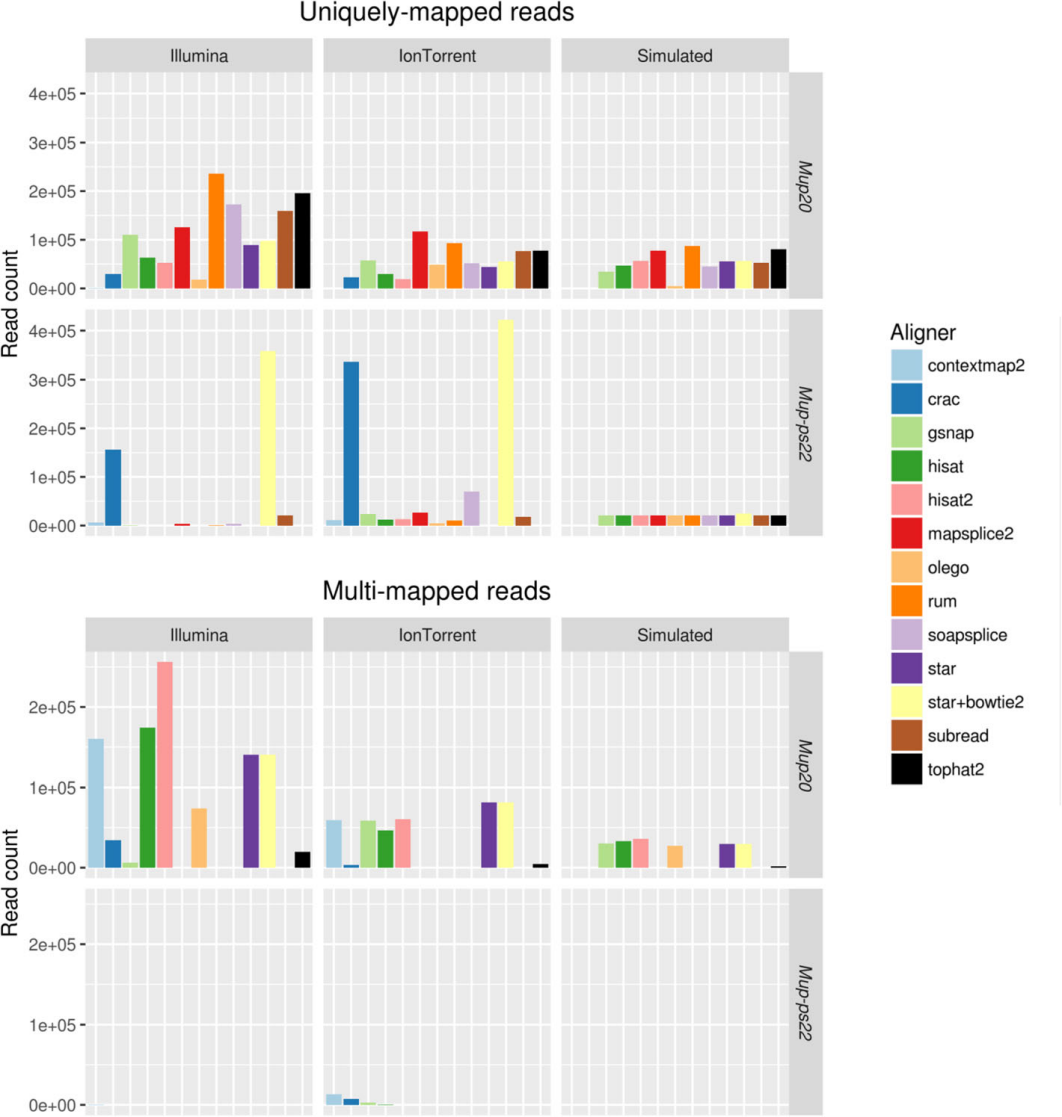
Using simulated data to examine platform/aligner interaction. For each sequencing platform, all reads aligned by GSNAP, or STAR + Bowtie2 to *Mup20* or *Mup-ps22* from sample 9574 (untreated) were extracted. These data were re-aligned using STAR + Bowtie2 and the twelve most popular aligners, according to a survey of the literature. Additionally, simulated RNA-Seq reads were generated from both of these genes. *Mup20* expression was simulated at three times the level of *Mup-ps22*. This figure displays the number of uniquely-mapped (top) and multimapped (bottom) reads aligned to *Mup20* or *Mup-ps22*

To further investigate the differential behavior of the aligners, we generated simulated RNA-Seq reads from each of these two genes using the Benchmarker for Evaluating the Effectiveness of RNA-Seq Software [32]. We simulated ~100,000 reads, with *Mup20* expressed at three times the level of *Mup-ps22*, and aligned the resulting reads using the same thirteen alignment algorithms as with our real data (Fig. 6 - right column). Again we observed differences between the alignment algorithms in their ability to map reads to each of these two genes. Furthermore, the majority of aligners, including the three we used for the bulk of this analysis, were able to accurately align reads to the *Mup-ps22*. Yet, in the real Ion Torrent data, we saw a great deal of heterogeneity in each aligner’s ability to map reads to this gene. In addition to this gene/pseudogene pair, we also saw a similar finding with *Serpina3c* and *Serpina3i*, two members of the *Serpina3* gene family (Additional file 22 - panel A). 

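Serpina3c (ENSMUSG00000066361) lies on chromosome 12 from 105384592 to 105392080 on the minus strand, with 5 exons, and is 89.4% identical to Serpina3m over 1593 bases. Serpina3i (ENSMUSG00000079014) lies on the same chromosome from 105501332 to 105507582 on the plus strand and is 86.8% identical to Serpina3f over 2013 bases. Reads of either can be shared with these paralogs. In untreated mice, the normalized count of Serpina3c in the Illumina data was 9.91 ± 5.40 (SD, n = 5) with GSNAP, 104 ± 13.0 with STAR and 1871 ± 133 with STAR + Bowtie2. The Ion Torrent levels were 1084 ± 184, 15.1 ± 5.54 and 111 ± 16.3. Serpina3i had 1.88 ± 1.70, 0.574 ± 0.525 and 51.3 ± 7.10 in the Illumina and 17.2 ± 4.00, 1.32 ± 1.44 and 4.17 ± 1.85 in the Ion Torrent data. The tables were normalized separately, so these levels are set side by side without a test.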

Since these genes are induced by IL-1β treatment (Additional file 22 - panel B), we also saw the choice of aligner and platform affected the fold-change expression we calculated between the two experimental conditions (Additional file 22 - panel C). 

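The log2 fold change of Serpina3c with IL-1β in the Illumina data was 4.36 (standard error 0.34, adjusted p = 1.80e-07 from edgeR) with GSNAP, 1.75 (standard error 0.18, adjusted p = 1.49e-06 from edgeR) with STAR and 0.48 (standard error 0.11, adjusted p = 0.00196 from edgeR) with STAR + Bowtie2. Its Ion Torrent values were 1.17 (standard error 0.13), 3.76 (standard error 0.31) and 2.14 (standard error 0.15). The Ion Torrent minus Illumina difference was -3.17 with GSNAP, 2.00 with STAR and 1.65 with STAR + Bowtie2 (adjusted p = 3.88e-07, 7.96e-06 and 4.47e-08 from edgeR's platform-by-treatment term). Serpina3i had 6.04, 7.55 and 2.31 in the Illumina (standard errors 0.35, 0.38 and 0.14) and 3.13, 6.44 and 5.27 in the Ion Torrent data (standard errors 0.20, 0.39 and 0.26). With STAR and Illumina it rested on 3 reads over the untreated mice, where the ratio of reads was 202 (95% counting interval 68.8 to 982). The difference was -2.93, -1.11 and 2.94 (adjusted p = 0.000738, 0.792 and 5.33e-07 from edgeR), so that it was not called with STAR. Every treated mouse had a higher count of either gene than every untreated mouse in all 6 tables (exact permutation test, p = 0.00794).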

Taken together, these findings suggest that the differing coverage patterns of *Mup20* and *Mup-ps22* (as well as the *Serpina3* genes) between the Illumina and Ion Torrent data is not simply a function of the aligner choice, but rather an interaction between both the aligner and the sequencing platform.

## Discussion

Both Illumina and Ion Torrent provide alternative methods for researchers to study RNA at the sequence level. Here we compare the performance of these two technologies by investigating their ability to detect differentially expressed genes and pathways in a treatment/control experimental paradigm involving the effect of IL-1β treatment on the mouse liver. We found very high concordance between both of these technologies in terms of gene-level read counts, which is in agreement with the previous comparison studies [2, 8]. Additionally, we detected similar sets of differentially expressed genes in both sequencing platforms, and ultimately both Illumina and Ion Torrent data led to identical biological conclusions at the pathway level. In short, our results suggest a researcher would write the same paper, regardless of platform choice.

That being said, we did notice differences between the data from both platforms. Within the datasets generated by each aligner, we found 18–25% of the identified DEGs were platform-specific. These differences are comparable to those from previous studies using UHRR samples where biological variability was not even a factor [33]. It is likely the majority of these platform-specific DEGs are the results of the technical variability arising from differences in the library preparation and sequencing technologies of both platforms. This hypothesis is further supported by two observations: 1) most of the platform-specific DEGs are close to our threshold for statistical significance, and 2) 15–30% of the platform-specific DEGs identified using only one of the alignment algorithms were identified in both platforms when considering all three alignment algorithms together.

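The platform-specific part of the DEG list was 22.5% with GSNAP, 24.4% with STAR and 22.2% with STAR + Bowtie2 in the Illumina data, and 20.0%, 18.9% and 19.5% in the Ion Torrent data. With no filter on low counts, it was 39.8% of the Illumina DEGs with GSNAP. DESeq2 gave 16.1%, 17.5% and 15.1% in the Illumina and 14.9%, 12.3% and 15.4% in the Ion Torrent data.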

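Among the DEGs specific to Illumina, 326 (23.2%) with GSNAP, 466 (31.9%) with STAR and 310 (22.4%) with STAR + Bowtie2 were DEGs in both platforms when the 3 aligners were considered together. Among those specific to Ion Torrent, the numbers were 326 (27.0%), 332 (31.6%) and 315 (26.9%).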

These observations led to the surprising finding that there appears to be an interaction between alignment algorithm and platform that affects the ability to detect absolute and differential gene expression. Others have noticed the impact of aligner choice on downstream analysis within a single sequencing platform [12, 34]. Here not only do we see these effects as well, we also observe that the impact of aligner choice is different depending upon whether we are using data derived from Illumina or Ion Torrent. Given that several of these aligners were developed prior to the introduction of the Ion Torrent platform, it is possible some of these interactions are due to the underlying assumptions of these algorithms, which are based largely on Illumina data. As a result, it may be possible to reduce the effects of this interaction through careful tuning of the alignment algorithm parameters to optimize for Ion Torrent. Alternatively, this platform/aligner interaction may prove to increase the utility of these RNA-Seq technologies. For both platforms, researchers already use different library preparation methods to study small RNAs and non-coding transcripts. Perhaps particular combinations of alignment software and sequencing platform may be better suited for interrogating specific genomic or transcriptional phenomena, like gene/pseudogene pairs or fusion transcripts.

## Conclusions

Taken together, our results suggest that while researchers may be able to modulate their ability to detect different transcripts through careful selection of sequencing platform and alignment algorithm, on the whole Illumina and Ion Torrent are equally suited to the task of expression analysis in treatment/control experiments.

## Methods

### Animal care, tissue collection, and RNA extraction

Wild-type, twelve-week old male C57/B6J mice were acquired from Jackson Labs (Bar Harbor, Maine, USA). Ten mice were treated with 20 μg/Kg of IL-1β (Sigma-Aldrich, catalog no. I9401; *n* = 5) or saline (*n* = 5; referred to as untreated in this manuscript), via intraperitoneal injection. Four hours after treatment, the mice were euthanized through carbon dioxide induced asphyxiation and liver samples were dissected and snap-frozen in liquid nitrogen. RNA was extracted from the liver tissue using TRIzol (ThermoFisher Scientific, catalog no. 15596018) and RNeasy Mini Kit (Qiagen, catalog no. 74104), according to manufacturers’ protocols. After extraction, total RNA was analyzed on a BioAnalyzer 2100 (Agilent) to check for integrity. All procedures were approved and carried out in accordance with the Institutional Animal Care and Use Committee of the University of Pennsylvania.

### Illumina library preparation and sequencing

200 ng of total RNA from each liver sample was prepared for Illumina sequencing according to the manufacturer’s protocol using the TruSeq stranded mRNA Sample Preparation Kit (Illumina, catalog no. RS-122-2103). Following preparation, library qualities were assessed using a Bioanalyzer 2100. Libraries from all samples were pooled together and sequenced using an Illumina HiSeq 2500 (125 bp paired-end reads).

### Ion torrent library preparation and sequencing

Total RNA was poly-A selected using the Dynabeads mRNA Direct Micro Purification kit (ThermoFisher, catalog no. 61021), according to manufacturer’s protocol. About 100 ng of poly-A RNA were used to prepare strand-specific barcoded RNA libraries with the Ion Total RNA-Seq kit v2.0 (ThermoFisher Scientific, catalog no. 4475936) following manufacturer’s protocol. The library qualities were checked by running on a BioAnalyzer 2100 and the concentrations were determined from the analysis profiles. Ten barcoded libraries were pooled together on an equimolar basis and run using three PIv3 chips on an Ion Torrent Proton using HiQ chemistry.

### RNA-Seq data alignment and normalization

We aligned fastq files from both platforms using STAR v2.5.1b [14], GSNAP release 2015–12-31 (v8) [13], or a combination of STAR and Bowtie2 v2.2.9 [16]. For the STAR + Bowtie2 combination, we first aligned reads to the genome using STAR and extracted all unmapped reads from the resulting BAM files. Next, we used Bowtie2 to align all of these unmapped reads to the reference genome. Lastly, we used custom perl scripts to merge the Bowtie2 alignments with the STAR alignment, replacing entries for the unaligned reads with the mapping information from Bowtie2. We mapped reads to the mm9 version of the reference genome (downloaded from the UCSC genome browser [35]) for all alignment algorithms. Also, we provided GSNAP and STAR with gene models from the Ensembl v67 genome annotation [36]. See the Additional file 1: Supplementary Methods for the full commands we used for each step in the alignment.

To normalize the data within a given platform/aligner combination, we used the **P**ipeline **O**f **R**NA-Seq **T**ransformations v0.8.1-beta (PORT) [19]. PORT is an implementation of the read re-sampling approach for normalization proposed by Li and Tibshirani [37]. Briefly, PORT filters out potential confounding factors like reads mapping to rRNA sequences and mitochondrial DNA. Next, PORT determines the input dataset with the fewest number of gene-mapping reads and re-samples all datasets to have the same number of reads, thus accounting for batch effects and differences in sequencing depth between samples. As a result, the normalized BAM and coverage files generated by PORT are directly comparable to each other. In addition to normalization, we also used PORT to quantify the normalized, gene-level read counts for each of our datasets. For quantification, we used the gene models from the Ensembl v67 annotation.

### RNA-Seq data analysis

We performed the majority of our quantification and differential expression analyses of the PORT quantification results in R. Before any other analyses, we filtered out all genes with low expression. Briefly, we only retained those genes with at least five mapped reads, in five of the ten total samples. This reduced the original 37,681 input genes to ~15,000 detected genes in each of the samples. We used this set of expression-filtered genes for the remainder of our analyses. To identify genes with differential expression between the untreated and IL-1β treatment conditions, we performed a two-sided Mann-Whitney *U* test [21], as implemented by the *wilcox.test* function in R. Lastly, we accounted for multiple testing using a Benjamini-Hochberg correction [22], as implemented by the *p.adjust* function in R. For the purposes of our analyses, we identified significantly differentially-expressed genes as those with Benjamini-Hochberg *q*-values <0.05. We also used the *limma* (v3.28.17) [23] software package to perform a parallel differential expression analysis. All further analyses and visualization of the data were performed using custom R scripts.

### qPCR

Real-time PCR for *Sperina3* genes was performed using ABI Taqman primers (ThermoFisher Scientific) and reagents on an ABI Prizm 7500 thermocycler according to manufacturer’s instructions: *Serpina3c* (ThermoFisher catalog no. 4331182; Mm00434669_m1) and *Serpina3i* (ThermoFisher catalog no. 4331182; Mm01612859_m1). Since *Mup-ps22* required custom primers, real-time PCR for mouse urinary protein genes was performed using SYBR reagents on the same instrument: *Mup20* (IDT PrimeTime qPCR Primer Assays in Tubes; Mm.PT.58.14054833), *Mup-ps22* (custom primers ordered from Sigma-Genosys; sequences in Additional file 1: Supplementary Methods). All mRNA measurements were normalized to *Gapdh* mRNA levels (Taqman assay - ThermoFisher catalog no. 4331182; Mm99999915_g1; SYBR assay - custom primers ordered from Sigma-Genosys; sequences in Additional file 1: Supplementary Methods).

### Ingenuity pathway analysis

To identify pathways enriched among our lists of DEGs, we used Ingenuity Pathway Analysis (IPA, Qiagen) [24]. We began by uploading the full tables of our Mann Whitney DEG results to the IPA server. These tables included the following information for each combination of platform and aligner: log_2_ fold-change differences between untreated and IL-1β treated samples, the *p*-values from the DEG test, and the multiple-testing corrected *q*-values. Next, we ran the IPA core analysis separately on the gene lists from each platform/aligner combination. For the core IPA analyses we identified DEGs with the following cutoffs: *q*-values <0.05 and absolute log2 fold-change values >1. For the purposes of enrichment tests, we used the list of all detected genes (i.e. our full IPA input tables) as the background set of genes. Aside from these changes, we used the default parameters for our IPA analyses.

### Down-sampling analysis and multiple aligner comparisons across both platforms

(See Additional file 1: Supplementary Methods for full details).

## Additional files

Additional file 1: Supplementary Methods. Supplementary information on the alignment command-line parameters, down-sampling analysis, RNA-Seq simulations, and custom qPCR primers for *Mup-ps22* a﻿nd *Gapdh*. (DOCX 21 kb)

Additional file 2: Figure S1. Alignment statistics. Bargraphs displaying the percentage of reads that either aligned uniquely (blue), aligned to multiple loci (green), or did not align (red) in each sample. These results are displayed for all combinations of platform and aligner. (PDF 137 kb)

Additional file 3: Table S1. Alignment metrics for all samples. For each sample, the following metrics are listed for each combination of platform and alignment algorithm: total number of reads (Ion Torrent) or read pairs (Illumina), percentage of uniquely-aligned reads, percentage of multimapped reads, percentage of unaligned reads, percentage of uniquely-aligned reads aligned to gene regions, percentage of multimapped reads aligned to gene regions, percentage of uniquely-aligned reads aligned to exonic regions, percentage of multimapped reads aligned to exonic regions, percentage of uniquely-aligned reads aligned to intronic regions, percentage of multimapped reads aligned to intronic regions, percentage of uniquely-aligned reads aligned to intergenic regions, and percentage of multimapped reads aligned to intergenic regions. (XLSX 17 kb)

Additional file 4: Figure S2. Read length distribution for Ion Torrent data. Read lengths were derived from the raw input files for each sample. (PDF 299 kb)

Additional file 5: Table S2. Ion Torrent read length statistics. The max, min, mean, and standard deviations of the read lengths in the Ion Torrent data, for each sample. (XLSX 9 kb)

Additional file 6: Figure S3. Read count comparison between platforms. Scatterplots comparing the gene-level read counts between Illumina (x-axis) and Ion Torrent (y-axis). Results are displayed for all samples, across all three alignment algorithms. Both axes are scaled to log10 of the PORT-normalized read counts. (PDF 344 kb)

Additional file 7: Table S3. Spearman correlation coefficients between Illumina and Ion Torrent read counts. Spearman correlation coefficients between Illumina and Ion Torrent read counts for each sample and aligner. (XLSX 11 kb)

Additional file 8: Figure S4. Mitochondrial and ribosomal content. Bargraphs displaying the percentage of reads that aligned to mitochondrial DNA (top; ChrM), or to ribosomal RNA sequences (bottom). Samples colored by treatment group (IL-1β = orange; untreated = blue). (PDF 86 kb)

Additional file 9: Table S4. Read count and differential expression results for all combinations of platform/aligner. Gene-level read counts from each sample, *p*-values from the Mann-Whitney *U* tests and *limma* for differential expression, Benjamini-Hochberg-corrected *q*-values. (XLSX 13131 kb)

Additional file 10: Figure S5. DEG concordance between platforms as a function of read depth. Line graph displaying the concordance (DEGS identified by both platforms/total number of DEGs) at varying levels of read depth. The regression line generated by the *glm* function in R is displayed in blue. (PDF 81 kb)

Additional file 11: Figure S6. Differential expression analysis with *limma.* Within each combination of platform and aligner, differentially-expressed genes (DEGs) were identified using the *limma* software package. Genes with BH *q*-values <0.05 were identified as differentially expressed. A) The overlap in DEGs between Illumina and Ion Torrent for each aligner. B) The overlaps in DEGs identified in each platform by *limma* or Mann-Whitney, for each aligner. C) MA plots for every combination of platform and aligner. Within each aligner, genes are colored according to the platform in which they were identified by *limma* as DEGs. (PDF 573 kb)

Additional file 12: Figure S7. Fold-change comparison between platforms. Scatterplots comparing the log2 fold-change values of differentially expression genes in the Illumina (x-axis) and Ion Torrent (y-axis) datasets, for each alignment algorithm. Within each aligner, genes are colored according to the platform in which they were identified as DEGs. For those DEGs with zero expression in the IL-1β or untreated condition, a pseudo-count of 1 was added to both the numerator and denominator for the fold-change calculation. (PDF 336 kb)

Additional file 13: Table S5. Spearman and Pearson correlation coefficients for Illumina vs Ion Torrent fold-change comparison. Spearman and Pearson correlation coefficients between Illumina and Ion Torrent log2 fold-change values, within each alignment algorithm. Separate correlation coefficients were calculated for DEGs identified by both platforms, by Illumina only, and by Ion Torrent only. (XLSX 9 kb)

Additional file 14: Table S6. Significant results from Ingenuity Pathway Analysis -- Canonical Pathways. IPA results from the canonical pathways analysis for each combination of platform and aligner. Table lists pathway names, enrichment *p*-values, z-scores, and the list of DEGs for each pathway. (XLSX 35 kb)

Additional file 15: Table S7. Top 10 results from Ingenuity Pathway Analysis -- Upstream Regulators. IPA results from the upstream regulators pathway analysis for each combination of platform and aligner. Table lists the identities of the upstream regulators, predicted activation state, *p*-value for DEG overlap with regulator targets, list of DEGs for each upstream regulator. (XLSX 19 kb)

Additional file 16:Table S8. The number of platform-specific genes detected by aligner. Numbers of platform-specific genes detected in each aligner as a function of the mean gene-level read counts across all samples. Also lists the number of DEGs among the platform-specific genes. (XLSX 11 kb)

Additional file 17: Figure S8. Read depth for platform-specific genes. Distributions of read counts for platform-specific genes are displayed for all samples, across all three alignment algorithms. The majority of platform-specific genes have less than 50 reads, so the graphs’ x-axes are limited to the [0, 50] range for display purposes. (PDF 1099 kb)

Additional file 18: Figure S9. GC-content of DEGs. Density plots, for each aligner, of the % GC content for DEGs identified by both platforms (red), Illumina only (blue), Ion Torrent only (green), and non-DEGs (black). (PDF 99 kb)

Additional file 19: Table S9. Ensembl biotypes of genes detected by both platforms, or exclusively by one platform. For each aligner, lists the number of and percent of detected genes for each ensembl biotype. These numbers are broken down by those genes detected in both platform, only in Illumina data, and only in Ion Torrent. (XLSX 12 kb)

Additional file 20: Figure S10. qPCR results for *Mup20* and *Mup-ps22.* Bargraphs display average expression across samples in each treatment group. *Gapdh* expression is used as the endogenous control. Error bars display the squared-error of the mean (SEM). (PDF 16 kb)

Additional file 21: Figure S11. Using a full dataset to examine platform/aligner interaction. For each sequencing platform, full fastq files from sample 9574 (untreated) were re-aligned using STAR + Bowtie2 and the twelve most popular aligners, according to a survey of the literature. This figure displays the number of uniquely-mapped (top) and multimapped (bottom) reads aligned to *Mup20* or *Mup-ps22*. (PDF 110 kb)

Additional file 22: Figure S12. Using simulated data to examine platform/aligner interaction. For each sequencing platform, all reads aligned by GSNAP, or STAR + Bowtie2 to *Serpina3c* or *Serpina3i* across all samples were extracted. These data were re-aligned using STAR + Bowtie2 and the twelve most popular aligners, according to a survey of the literature. Additionally, simulated RNA-Seq reads were generated from both of these genes. A) The average number of uniquely-mapped (top) and multimapped (bottom) reads aligned to each gene across the untreated and IL-1β-treated samples. B) qPCR results for *Serpina3c* and *Sperina3i*. C) Log_2_ fold-change differences between the average expression in the IL-1β-treated and untreated samples. (PDF 269 kb)

## Abbreviations

chrM: Mitochondrial Chromosome
DEG: Differentially Expressed Gene
DGE: Differential Gene Expression
IPA: Ingenuity Pathway Analysis
PORT: Pipeline Of RNA-Seq Transformations
RNA-Seq: RNA-Sequencing
rRNA: Ribosomal RNA
UHRR: Universal Human Reference RNA

# Supplementary material for: A comparison of Illumina and Ion Torrent sequencing platforms in the context of differential gene expression
**Source:** BMC Genomics. 2017 Aug 10;18:602. doi: 10.1186/s12864-017-4011-0
**Supplement:** Supplementary file 1 — Supplementary Methods. Supplementary information on the alignment command-line parameters, down-sampling analysis, RNA-Seq simulations, and custom qPCR primers for Mup-ps22 a﻿nd Gapdh.

**Supplementary Methods**

**GSNAP alignment parameters**

For both Illumina (paired-end) and Ion Torrent data (single-end):

gsnap

-A sam

-K 50

--distant-splice-identity=1.0

-E 100

--max-mismatches 15

--indel-penalty 1

--gmap-min-match-length 10

--pairexpect 285 #This parameter is only used for the Illumina data

--merge-distant-samechr

--ordered

--novelsplicing 1

--use-splicing mm9_ens_v67.splicesites

--add-paired-nomappers

--gunzip

--nthreads 15

--batch 5

--expand-offsets 1

**STAR alignment parameters**

For both Illumina (paired-end) and Ion Torrent data (single-end):

STAR

--runMode alignReads

--runThreadN 4

--outSAMunmapped Within KeepPairs

--outFilterMismatchNmax 33

--seedSearchStartLmax 33

--alignSJoverhangMin 8

**Bowtie2 alignment parameters**

For both Illumina (paired-end) and Ion Torrent data (single-end):

bowtie2

--local

--very-sensitive-local

-q

--reorder

**Down-sample reads and perform differential expression analysis**

To examine the effect of coverage depth on the overlap between the two platforms, we began with the normalized SAM files generated by PORT. We extracted a list of unique read IDs (first column) from each SAM file. Next, we generated down-sampled read lists by randomly sampling 90%, 80%, 70%, 60%, and 50% of the read IDs from these files. To prepare down-sampled SAM files, we filtered the normalized SAM files using the lists of down-sampled read IDs prepared above. The end result was five additional, normalized SAM files for each sample, which contained decreased read depths relative to the original samples. We then quantified gene-level expression from each of these down-sampled files using the quantification scripts included with PORT. We already know that increasing coverage depth increases the total number of reads detected. To focus specifically on the impact of coverage depth on the ability to detect DEGs, we limited our analyses just to those genes that were detected across all down-sampled data. Lastly, we repeated our differential expression analysis using the Mann-Whitney *U* test (as described in the main *Methods* section) at each level of coverage. To assess the overlap between the two platforms, we calculated the concordance at each coverage level. Here we define concordance as the number of DEGs identified by both platforms divided by the total number of DEGs.

**Extract all reads aligning to *Mup20*, *Mup-ps22*, *Serpina3c*, and *Serpina3i***

In order to compare the effect of platform and aligner on the measured read depths from *Mup20* (ENSMUST00000074018), *Mup-ps22* (ENSMUST00000121611), *Serpina3c* (ENSMUST00000085050), and *Serpina3i* (ENSMUST00000109958), we first need to extract all reads that align to these loci. Referring to the Ensembl gene models, we determined the following spans for each of the four genes: chr4:61711267-61715192 (*Mup20*), chr11:54937197-54937590 (*Mup-ps22*), chr12:105384046-105392673 (*Serpina3c*), and chr12:105501202-105507821 (*Serpina3i*). We performed the following steps separately for the data from each sample and platform. First, we used samtools (v1.3.1) [1] to extract all read alignments overlapping these regions from the PORT-normalized SAM files produced from STAR, GSNAP, and STAR+Bowtie2 output. This includes both uniquely-aligned reads and multimappers that had at least one alignment to these loci. Next, we pooled the alignments generated by each aligner, and extracted a unique list of read IDs (column 1 in a SAM alignment) for all reads aligned to our regions of interest. Lastly, we used this list of read IDs to extract the corresponding entries from the raw fastq files. So following these steps, for each combination of sample and aligner, we have a fastq file containing those reads/read pairs that were aligned to one of our four genes of interest by STAR, GSNAP, or STAR+Bowtie2. We used these fastq files as input for the thirteen aligner comparison described below.

**Thirteen aligner comparison**

We used twelve of the aligners benchmarked by a previous study from our lab [2], plus the STAR+Bowtie2 alignment strategy, to re-align those reads mapped by STAR, GSNAP, or STAR+Bowtie2 to *Mup20*, *Mup-ps22*, *Serpina3c*, and *Serpina3i* (described above). We also re-aligned the full fastq files for sample 9574 (untreated) using all thirteen aligners. The name, reference, version, and extra command line parameters used for each of these tools are listed in the following table:

| **Aligner** | **Reference** | **Version** | **Extra command line parameters** |
| --- | --- | --- | --- |
| ContextMap2 | Bonfert *et al*., 2015 [3]. | 2.6.0 | --noncanonicaljunctions –aligner_name bwa --verbose |
| CRAC | Philippe *et al*., 2013 [4]. | 2.4.0 | -k 22 -no-ambiguity  Illumina & Simulated: --reads-length 125 |
| GSNAP | Wu and Nacu, 2010 [5]. | 2015-9-29 | -A sam --merge-distant-samechr --ordered  --novelsplicing 1 --expand-offsets 1 |
| HISAT | Kim *et al*., 2015 [6]. | 0.1.6beta | --time --reorder -q |
| HISAT2 | Kim *et al*., 2015 [6]. | 2.0.0beta | --time --reorder -q |
| MapSplice2 | Wang *et al*., 2010 [7]. | 2.2.0 | --non-canonical-double-anchor |
| OLego | Wu *et al*., 2013 [8]. | 1.1.6 | --verbose |
| RUM | Grant *et al*., 2011 [9]. | 2.0.5_06 | --verbose  Ion Torrent: --min-length 25  --variable-length-reads  Illumina & Simulated: --preserve-names |
| SOAPSplice | Huang *et al*., 2011 [10]. | 1.10 | -f 2 -q 1  Illumina: -l 0 -I 182  Simulated: -l 0 -I 260 |
| STAR | Dobin *et al*., 2013 [11]. | 2.5.0a | --outSAMunmapped Within |
| STAR+Bwt2 | Blair, 2014 [12]. | 2.5.0a/2.2.9 | STAR: --outSAMunmapped Within  Bowtie2: --local --very-sensitive-local -q  --reorder |
| Subread | Liao *et al*., 2013 [13]. | 1.5.0 | --allJunctions --SAMoutput |
| TopHat2 | Kim *et al*., 2013 [14]. | 2.1.0 | Illumina: --mate-inner-dist 0  --mate-std-dev 52  Simulated: --mate-inner-dist 56  --mate-std-dev 50 |

Following alignment, we quantified gene-level expression using the featureCounts tool from the Subread package. We found similar quantification results using HTSeq and in-house quantification scripts, and elected to use featureCounts due to its speed and ease of use for aligning large batches of data. For each SAM file, we quantified gene counts using just the uniquely-aligned reads, and then repeated the quantification using all reads (+multimappers). Here are the commands we used for quantification: “featureCounts –C –R –p –s 2” (Illumina data), “featureCounts –C –R –s 1” (Ion Torrent data). For quantification including multimappers, add the “-M” argument to both commands.

**Simulated RNA-Seq reads**

We simulated RNA-Seq data using the BEERS software package [9], with Ensembl gene models for *Mup20* (ENSMUST00000074018), *Mup-ps22* (ENSMUST00000121611), *Serpina3c* (ENSMUST00000085050), and *Serpina3i* (ENSMUST00000109958). For the MUP genes we simulated *Mup20* expression at twice the level of *Mup-ps22*. For the SERPINA3 genes, we simulated *Serpina3c* expression at five times the level of *Serpina3i*. Both of these ranges were selected to roughly match the relative expression between these genes in the GSNAP-aligned Ion Torrent data, as these alignment results showed a middle-ground among the results of all thirteen aligners. When running BEERS, all error, intronic read, and polymorphism parameters were set to zero and the remaining parameters used default values. We aligned these simulated reads using each of the thirteen aligners as described above. For the simulated data, we used the following command to quantify the alignment results (this is due to the way the simulator generates strand-specific data): “featureCounts –C –R –p –s 1”. Again, to quantify the simulated data including multimappers, add the “-M” argument to the featureCounts command.

**Sequences for custom SYBR primers:**

*Mup-ps22*

Forward primer: CATCTGACAGAATTCTTTGGCCG

Reverse primer: TCGAGGCAGCAATTGGCATT

*Gapdh*

Forward primer: CATGGCCTTCCGTGTTCCT

Reverse primer: GCGGCACGTCAGATCCA

**References**

1. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, et al. The Sequence Alignment/Map format and SAMtools. Bioinforma. Oxf. Engl. 2009;25:2078–9.

2. Baruzzo G, Hayer KE, Kim EJ, Di Camillo B, FitzGerald GA, Grant GR. Simulation-based comprehensive benchmarking of RNA-seq aligners. Nat. Methods. 2016;

3. Bonfert T, Kirner E, Csaba G, Zimmer R, Friedel CC. ContextMap 2: fast and accurate context-based RNA-seq mapping. BMC Bioinformatics. 2015;16:122.

4. Philippe N, Salson M, Commes T, Rivals E. CRAC: an integrated approach to the analysis of RNA-seq reads. Genome Biol. 2013;14:R30.

5. Wu TD, Nacu S. Fast and SNP-tolerant detection of complex variants and splicing in short reads. Bioinformatics. 2010;26:873–81.

6. Kim D, Langmead B, Salzberg SL. HISAT: a fast spliced aligner with low memory requirements. Nat. Methods. 2015;12:357–60.

7. Wang K, Singh D, Zeng Z, Coleman SJ, Huang Y, Savich GL, et al. MapSplice: accurate mapping of RNA-seq reads for splice junction discovery. Nucleic Acids Res. 2010;38:e178.

8. Wu J, Anczuków O, Krainer AR, Zhang MQ, Zhang C. OLego: fast and sensitive mapping of spliced mRNA-Seq reads using small seeds. Nucleic Acids Res. 2013;41:5149–63.

9. Grant GR, Farkas MH, Pizarro AD, Lahens NF, Schug J, Brunk BP, et al. Comparative analysis of RNA-Seq alignment algorithms and the RNA-Seq unified mapper (RUM). Bioinforma. Oxf. Engl. 2011;27:2518–28.

10. Huang S, Zhang J, Li R, Zhang W, He Z, Lam T-W, et al. SOAPsplice: Genome-Wide ab initio Detection of Splice Junctions from RNA-Seq Data. Front. Genet. 2011;2:46.

11. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinforma. Oxf. Engl. 2013;29:15–21.

12. Blair K. Ion Proton RNA-Seq: in search of the best alignment method - Seven Bridges [Internet]. Seven Bridg. 2014 [cited 2016 Sep 4]. Available from: https://blog.sbgenomics.com/ion-proton-rna-seq-alignment/

13. Liao Y, Smyth GK, Shi W. The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res. 2013;41:e108.

14. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 2013;14:R36.

# Supplementary material for: A comparison of Illumina and Ion Torrent sequencing platforms in the context of differential gene expression
**Source:** BMC Genomics. 2017 Aug 10;18:602. doi: 10.1186/s12864-017-4011-0

# Read count comparison

GSNAP

STAR

STAR + Bowtie2

ILB\_9577

ILB\_9578

ILB\_9579

ILB\_9582

ILB\_9583

UNT\_9574

UNT\_9575

UNT\_9576

UNT\_9580

UNT\_9584

Ion Torrent (log10 read counts)

Illumina (log10 read counts)

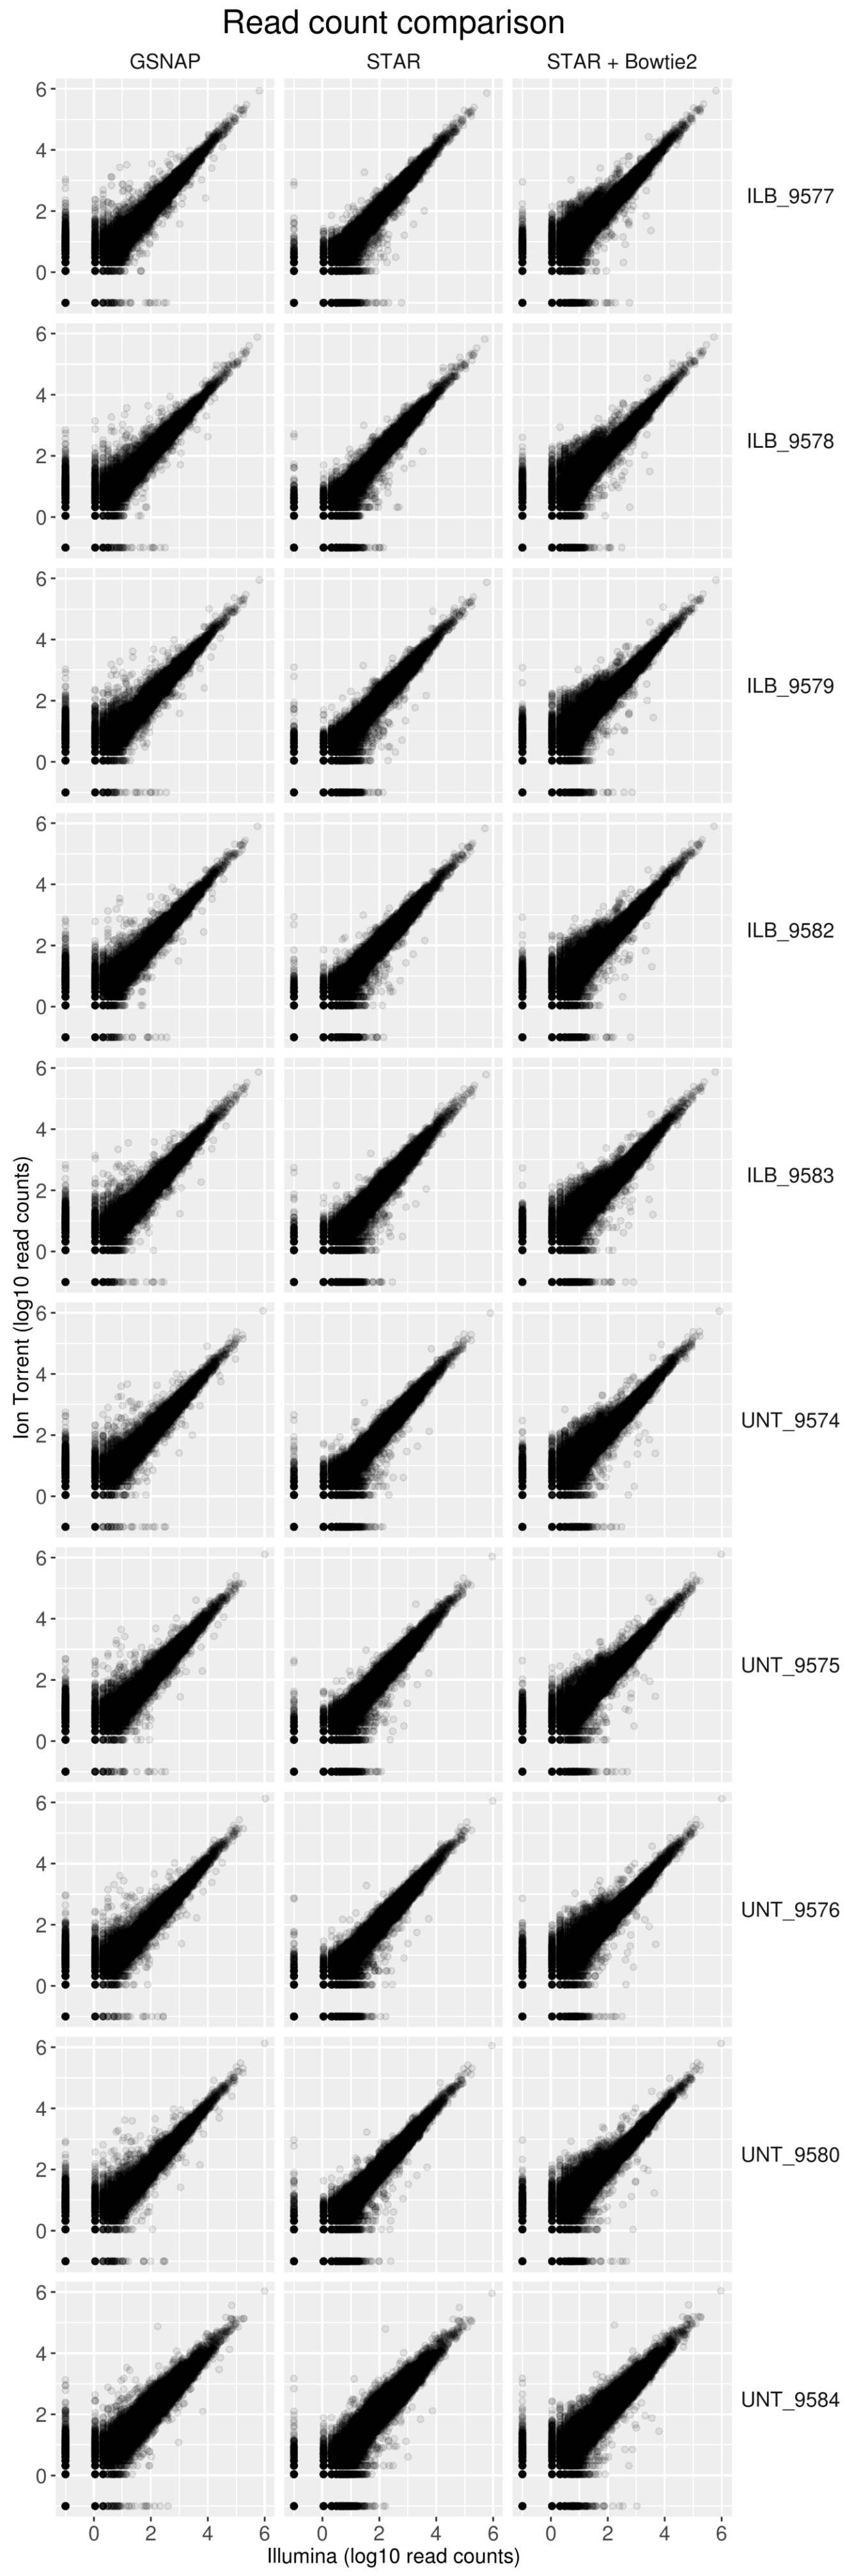

**Supplement:** Supplementary file 6 — Read count comparison between platforms. Scatterplots comparing the gene-level read counts between Illumina (x-axis) and Ion Torrent (y-axis). Results are displayed for all samples, across all three alignment algorithms. Both axes are scaled to log10 of the PORT-normalized read counts.

# Supplementary material for: A comparison of Illumina and Ion Torrent sequencing platforms in the context of differential gene expression
**Source:** BMC Genomics. 2017 Aug 10;18:602. doi: 10.1186/s12864-017-4011-0

**A**

### Read count distribution for Illumina-only genes

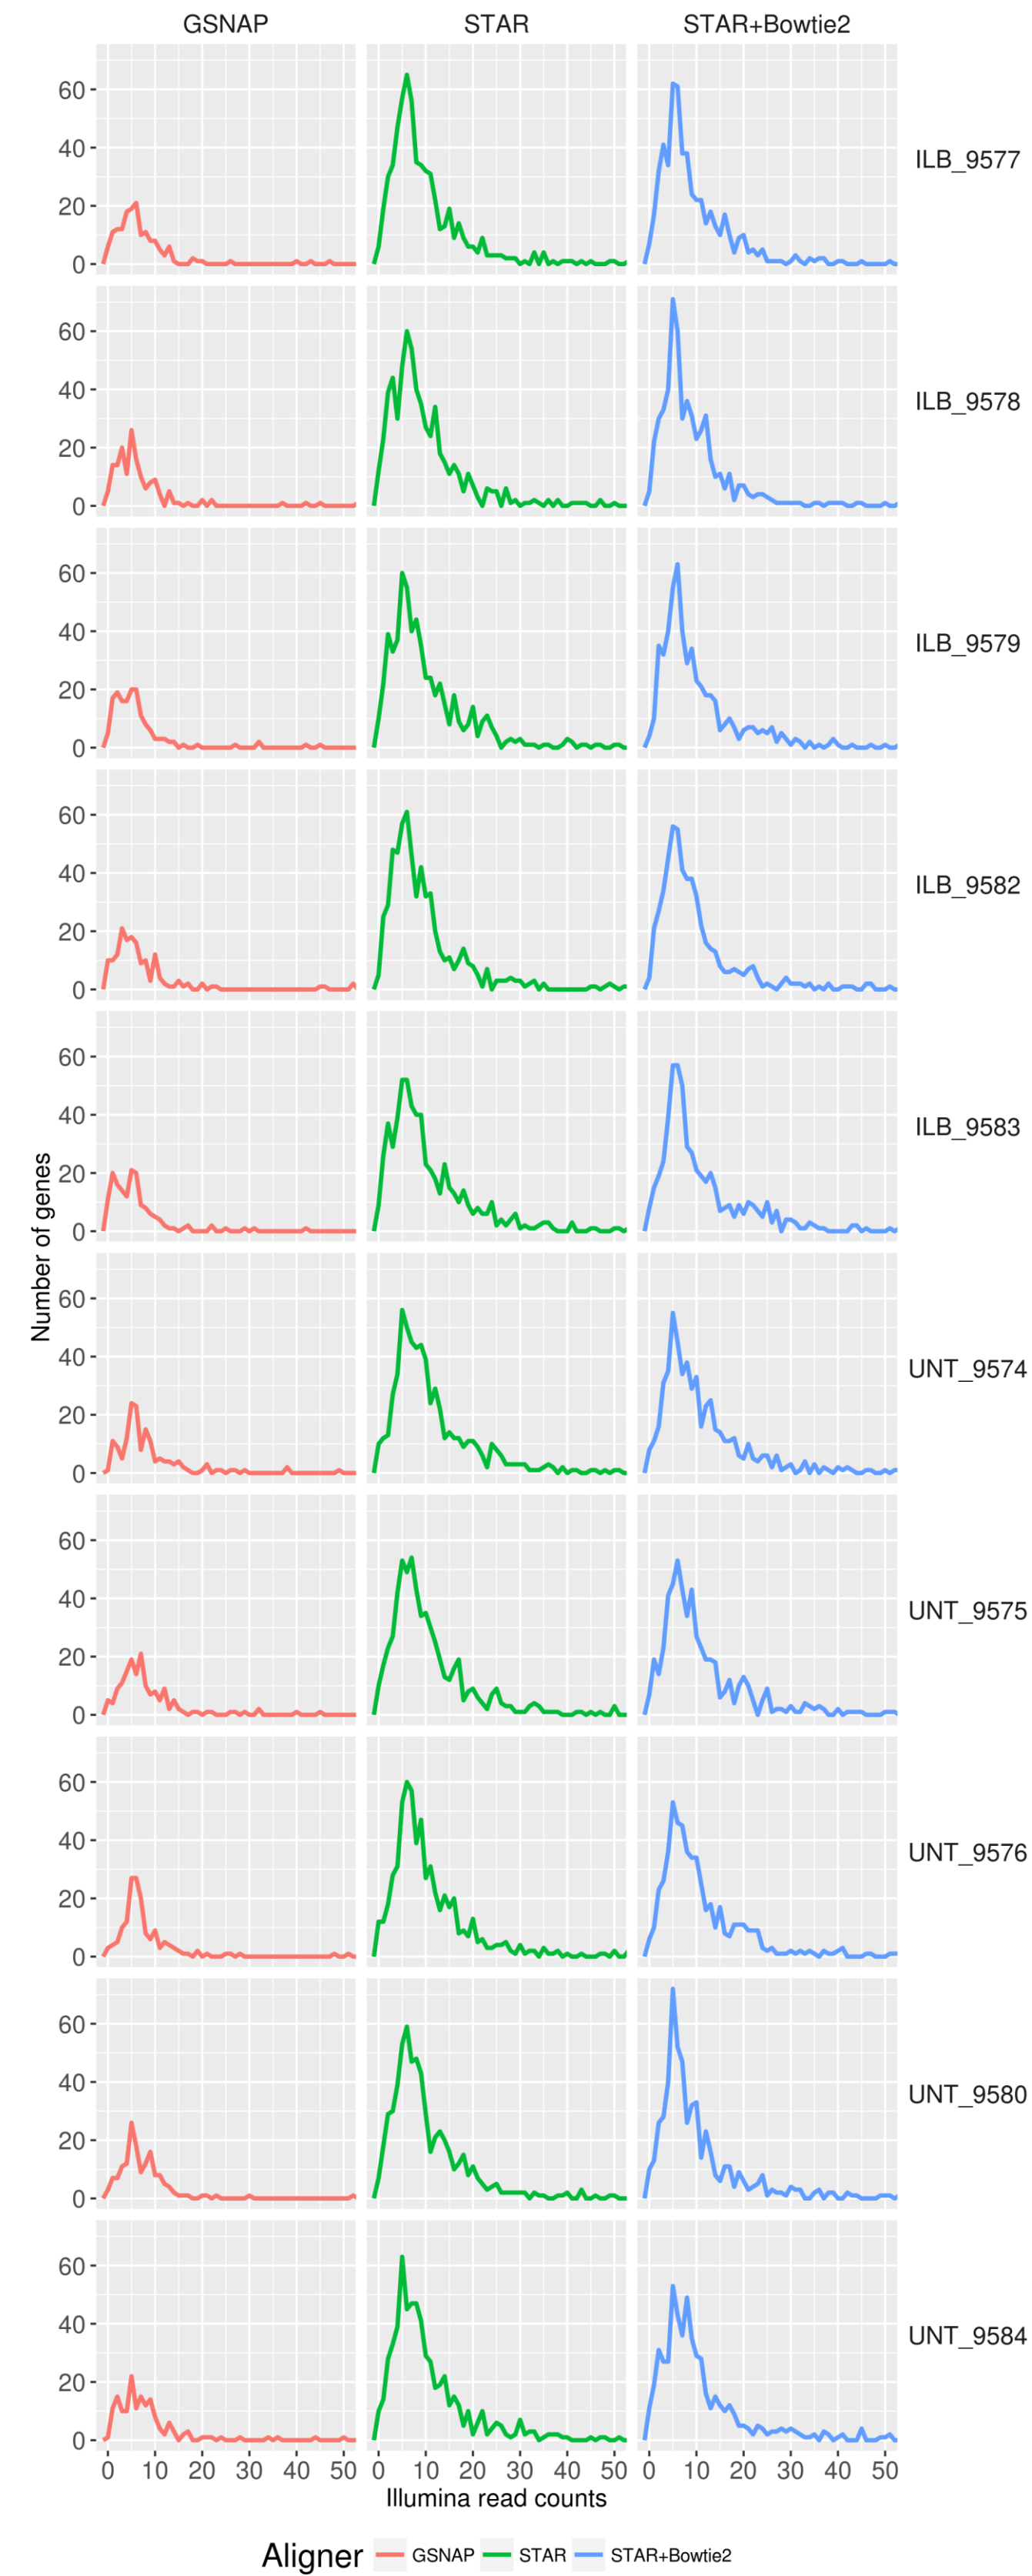**B**

### Read count distribution for IonTorrent-only genes

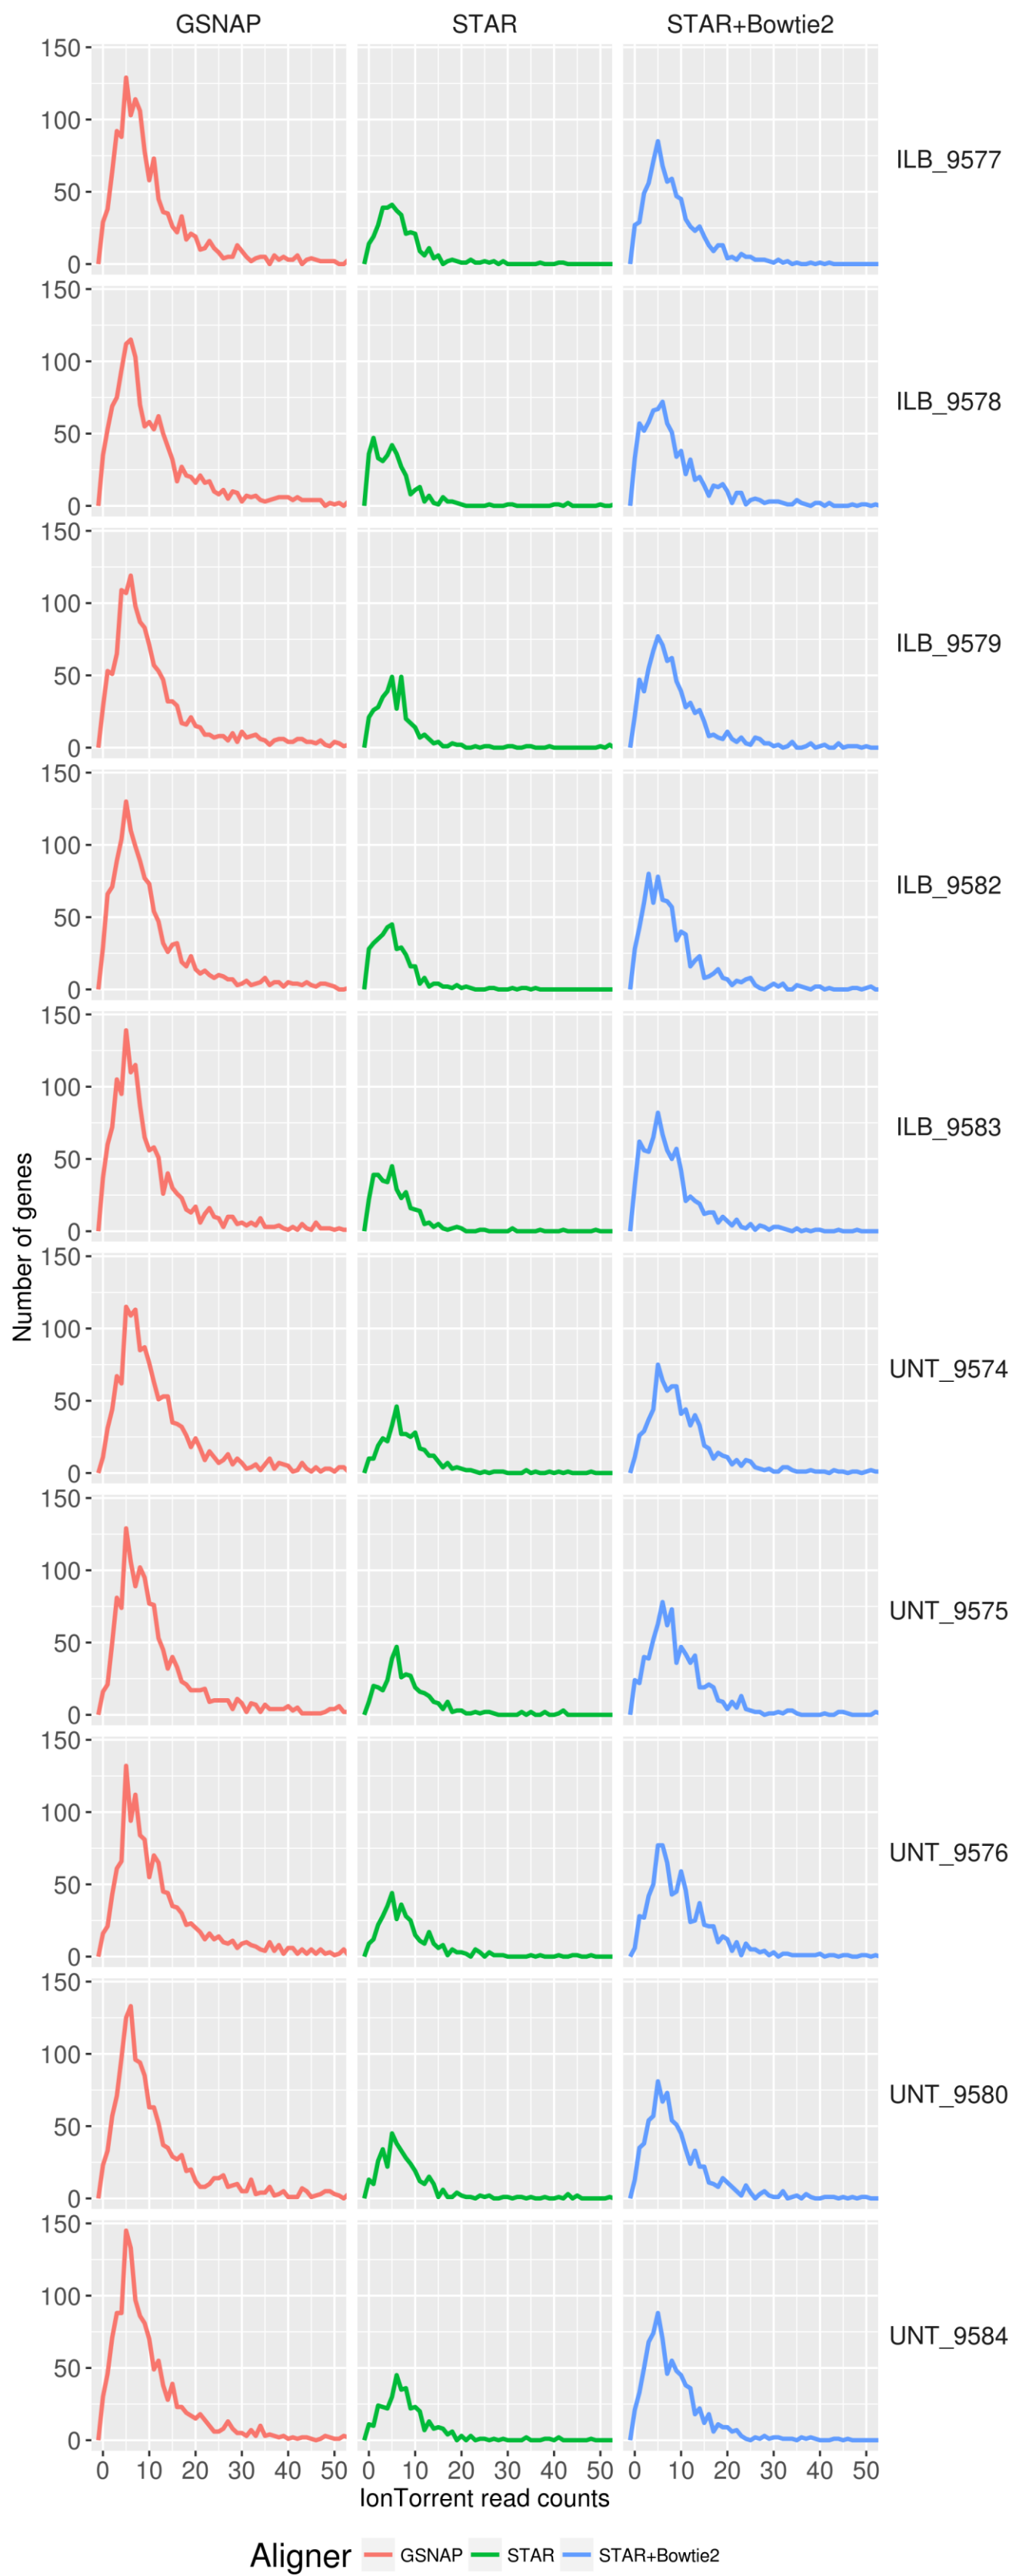

**Supplement:** Supplementary file 17 — Read depth for platform-specific genes. Distributions of read counts for platform-specific genes are displayed for all samples, across all three alignment algorithms. The majority of platform-specific genes have less than 50 reads, so the graphs’ x-axes are limited to the [0, 50] range for display purposes.

How the deposited data were processed for this re-analysis (not part of the article)

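RNA from the livers of 10 male mice aged 12 weeks was sequenced on both platforms, 4 hours after 5 of them received IL-1β at 20 µg/kg and 5 received saline (untreated). The values deposited by the authors are count values per gene, in 6 tables of 2 platforms by 3 aligners, with 10 libraries in each. Illumina counts were taken as read pairs and Ion Torrent counts as reads, which the tables do not state. Whether the STAR + Bowtie2 tables are the version the paper used is not established here, and its values with that aligner need not refer to the same counts. The authors aligned the reads with GSNAP, STAR or STAR followed by Bowtie2. With PORT they removed reads of rRNA and mitochondrial genes, assigned reads to the Ensembl gene models and re-sampled the libraries of each table to the one with the fewest gene-mapping reads. All 60 columns of counts were used, with whole numbers throughout. Reads were not realigned, and statements about alignment rates, rRNA, mitochondrial reads and read quality were not analysed here.

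Each table was normalized separately, so treatments were compared within a table and levels across tables were not tested. The exceptions are the share of Mup-ps22 reads within a library and the platform-by-treatment term, which compares effects. Totals per library lie at 10568530 to 12008799 in the Illumina tables and 12199528 to 16439683 in the Ion Torrent tables. A gene with 0 reads over a group may hold up to 3 at the 95% level, and fold changes against such a group are lower bounds with 3 reads over the group.

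Genes with at least 5 reads in 5 of the 10 samples of a table counted as detected, and the 15578 genes detected in any table were tested. DEGs were called with a two-sided rank-sum test with Benjamini-Hochberg adjustment at q < 0.05, as in the paper's methods. Its p-value was exact without ties and from a normal approximation with ties. Single genes were fitted with edgeR's quasi-likelihood test after TMM normalization. The platform-by-treatment term was fitted by edgeR to the 20 libraries of an aligner with the mouse as a block. Mouse labels pair the libraries, and the pairing was checked by correlating the deviations of a mouse's libraries from their treatment group, which gave 0.547 to 0.721 for 9 mice and 0.199 to 0.248 for 9584. Single values per mouse were compared with exact permutation tests and gene lists with 10000 permutations across genes, whose smallest p is 0.0001.

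Alternatives were limma-voom, edgeR, DESeq2 and an exact rank test in place of the rank test, other filters on low counts, TMM scaling or none, an absolute log2 fold change above 1, other sets of genes and other pseudocounts for correlations, the fit without the mouse block, and leaving out each mouse in turn. The edgeR counts without each mouse and the ratio of means without log2 were added after the data were examined.

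The named genes were set by a rule written before the data were examined. They are the genes the paper discusses (Mup20, Mup-ps22, Serpina3c, Serpina3i, Serpina3e-ps, Btg3 and Gapdh), the 5 highest and 5 lowest log2 fold changes in the Illumina GSNAP data among genes with an adjusted p below 0.05 and full separation in all 6 tables and a mean count of at least 100, and the up to 6 largest platform-by-treatment terms among genes with an adjusted p below 0.05 with GSNAP and the same sign with 3 aligners. The rule also takes the highest gene of each platform-specific list and the 5 granulocyte molecules with the largest fitted change. Only 4 genes met the platform-by-treatment rule.

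Positions, exons, biotypes and GC content are those of the Ensembl gene models on NCBIM37. Of the 37681 gene identifiers, 37310 are in the annotation used, and all 15578 detected genes are. Transcripts were compared with each other by BLAST+ 2.17.0. Other tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

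The tests were run on simulated data of 15578 genes with a log2 change of 1.5 in 200 of them. edgeR, limma-voom and DESeq2 called 200 of the 200, with 10, 9 and 18 unchanged genes. The rank test called 0 of the 200, and 4998 of 5000 when 5000 genes changed. Without ties, 5 mice against 5 give no exact p below 0.00794, and at least 2473 genes must reach it for any to pass q < 0.05. The platform-by-treatment fit called 200 of 200, with 4 unchanged genes. The fit without the mouse block also called 200 of 200 there, whereas in the real data it called fewer genes than the fit with it. Only this size of change was simulated, in genes with higher counts and with a set spread between libraries. These counts therefore do not show the power for smaller changes or for the real spread.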

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

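A sample counted as far from the others when its gap to the nearest, divided by the range of its 5 mice, exceeded Dixon's 95% critical value of 0.71. This held in 10 of 54 groups, and chance gives about 1 in 20 groups, or 2.7 here, though the groups share mice and are not independent. Tests chosen only after the result was seen were those of a mislabelled sample, of a difference in expression between animals for 9584, of library depth with both treatments compared and of library depth as the cause of the DEG excess. The tests of library depth taken apart for 9574 and 9577, the narrower GC windows, the other identity limits for paralogs and the edgeR counts without 9584 were also chosen then, and the verdicts on short reads and on paralogs were changed after further values were seen.

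Untreated mouse 9584 has the lowest Spearman correlation between the platforms, at 0.939 with GSNAP, 0.949 with STAR and 0.938 with STAR + Bowtie2. The values argue against short Ion Torrent reads acting through gene length and GC content as the whole cause. After that trend was removed, its 2 libraries correlated at 0.481, 0.505 and 0.466, against lowest values of 0.492, 0.490 and 0.488 in the other mice, so that the STAR value lies among them and the other 2 slightly under. The trend lies in the Illumina library (38.4%, 40.9% and 38.1% of the variance) and hardly in the Ion Torrent library (5.92%, 4.86% and 6.69%). The distance of the Ion Torrent library to the other untreated mice was 0.908, 0.879 and 0.919 of the largest among those, and that of the Illumina library 1.16, 1.15 and 1.16. A mislabelled sample is argued against by a highest correlation of 0.184 with the Illumina library of another untreated mouse. Its Ion Torrent total lay within the range of the other 4 untreated libraries in 0 of 3 tables, 0.185% to 0.441% under the lowest. In every aligner, however, 5 Ion Torrent libraries had a lower total and a higher correlation. A difference in expression between animals is argued against as the whole cause, since both libraries come from the same RNA and yet deviated together at 0.248 at most, against at least 0.547 in the other mice. A property of its Illumina library is left open, as is one of the RNA that acts on 1 platform alone, which was not tested.

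Mouse 9577 has more genes with at least 5 reads than the other treated mice in the Illumina data, 13604 with GSNAP (others up to 13352) and 13058 with STAR (up to 12806). Untreated 9574 has 13061 with STAR in the Ion Torrent data (up to 12916). Both mice were also the highest of their group in the other tables, without exceeding Dixon's limit there. With GSNAP, 9577 had 14825 in the Ion Torrent data (others up to 14745) and 9574 had 13738 in the Illumina data (up to 13703). The lead of each mouse was therefore present in both platforms. Library depth is argued against as the whole cause for 9574, whose total ranks 4 of 5. The libraries of 9577 have the highest total in 2 of 2 tables, which with 1 mouse leaves library depth open by that test. Thinned at random to the lowest total of the other 4, however, they still had at least 231 genes more than the highest of these, which argues against depth as the whole cause. No biological explanation was tested.

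The Mup-ps22 share of 1 mouse lies apart in 4 groups: 2.83% in treated ILB_9582 and 3.93% in untreated UNT_9576 (Ion Torrent, GSNAP), 0 in UNT_9576 (Ion Torrent, STAR) and 10.7% in treated ILB_9583 (Illumina, STAR + Bowtie2). A difference between animals would place the same mouse at the same end in the other platform. This was so in 2 of the 4, for UNT_9576 with GSNAP and ILB_9583, and 4 groups alone cannot tell an animal effect from chance. Beyond them, UNT_9576 was the highest untreated mouse in every table except Ion Torrent STAR. ILB_9583 also led its group in the Ion Torrent data with STAR + Bowtie2 (16.2%, others up to 12.8%), but in neither platform with GSNAP. ILB_9582 was the lowest treated mouse in no Illumina table. The aligners share the reads of a library, so these tables are not independent and the question stays open. The value of 0 rests on 0 reads against 2 to 4 in the other untreated mice, and its 95% interval, up to 0.0147%, covers their 0.00552% to 0.00748%. Counting error alone could give it, which leaves 3 groups to judge from.

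The IL-1β effect differed between platforms for 10 genes with GSNAP, 1 with STAR and 12 with STAR + Bowtie2 (edgeR, platform-by-treatment term). Of 40 splits of the mice, the real one included, 1 gave as many with GSNAP and 1 with STAR + Bowtie2. This is the smallest number that 40 splits can give, so it argues against chance there without excluding it. With STAR, 3 of 40 did, which leaves chance open. Reads shared between paralogs or pseudogenes are a possible explanation: 55.6% of the 18 genes have a stretch of 100 bases at 95% identity to another gene, against 33.5% of detected genes (permutation p = 0.0427 in one draw and 0.0493 in another). The share was 72.2% against 43.3% at 90% identity (permutation p = 0.0157), and at 98% identity 2 of 18 had one (permutation p = 0.95). Among protein-coding genes at 95% it was 8 of 16 (permutation p = 0.0708). The outcome turns on the limit chosen, which keeps this open. Both platforms sequenced the same RNA, and no biological explanation was tested.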

How the results depend on the processing

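Alternatives were fixed before the data were examined, except the ratio of means without log2 and the edgeR counts without each mouse, which were chosen after seeing the data. Over 55 summary results, 239 values were computed under the former: 179 stayed the same, 59 moved and 1 reversed. Of 357 values for named genes, 331 stayed the same, 6 moved, 12 lost and 6 gained their call, and 2 reversed. Leaving out 1 mouse left 387 of 540 summary values and 803 of 840 named-gene values the same. The cause was not tested for any change below unless the setting itself gives it.

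The Illumina minus Ion Torrent DEG count with STAR + Bowtie2 was 126 with limma-voom, 98 with edgeR, 126 with no filter and -27 with DESeq2, which reverses it. With GSNAP it was 107 with DESeq2 and 1441 with no filter. With an absolute log2 fold change above 1, which leaves fewer genes, the DEGs were 2534, 2453 and 2512 (Illumina) and 2465, 2339 and 2452 (Ion Torrent), 1962, 1872 and 1980 in both, and the differences 69, 114 and 60.

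Leaving out 1 mouse, the rank test gave 0 to 6143, 0 to 5936 and 0 to 6098 DEGs in the Illumina tables and 0 in each Ion Torrent table, 0 in both platforms, and differences of 0 to 6143, 0 to 5936 and 0 to 6098. In 55 of 60 fits the count was 0, although 6255 to 7201 genes had an unadjusted p below 0.05 there. With 5 mice against 4 the smallest exact p without ties is 0.0159, and 4946 genes must reach it. These counts therefore say nothing about stability. The exceptions in the Illumina tables were 5920, 5922 and 6143 with GSNAP without 9577, UNT_9580 and 9584, and 5936 with STAR and 6098 with STAR + Bowtie2 without 9584. With edgeR, which kept its DEG counts within 1.5 times, the difference ran from -147 to 599, from 169 to 974 and from -201 to 560, lowest without ILB_9583 and highest without 9584 with each aligner. It was also negative without ILB_9578 (-19 with GSNAP, -74 with STAR + Bowtie2) and without 9577 (-18 with STAR + Bowtie2). Other mice moved it by over 1.5 times as well. With GSNAP it was 352 without UNT_9580 and 314 without UNT_9576, and with STAR 278 without ILB_9578. With STAR + Bowtie2 it was 211 without ILB_9579, 202 without ILB_9582, 60 without 9574, 166 without UNT_9575, 245 without UNT_9576 and 283 without UNT_9580.

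The mean Spearman correlation over all genes was 0.929, 0.939 and 0.937. For fold changes of shared DEGs, Pearson's correlation was 0.986, 0.987 and 0.985 with 1 read added for every gene, 0.985, 0.986 and 0.985 with 0.5 read, 0.987, 0.988 and 0.986 with edgeR's shrunken values and 0.850, 0.978 and 0.805 for the ratio without log2. For Illumina-specific DEGs the 4 settings gave 0.906, 0.902 and 0.894, then 0.895, 0.890 and 0.884, then 0.914, 0.909 and 0.902, then 0.837, 0.634 and 0.766. With STAR and genes with a group mean of 0 left out it was 0.892, and Spearman's was 0.912 (0.907 with shrunken values). For Ion Torrent-specific DEGs, 1 read gave 0.876 and 0.909 with GSNAP and STAR, 0.5 read 0.869 with GSNAP, shrunken values 0.880, 0.920 and 0.893, and the ratio 0.736, 0.828 and 0.695. With GSNAP and genes with a group mean of 0 left out it was 0.866.

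Fits without 1 mouse gave a Pearson correlation of 0.978 to 0.982 for shared DEGs with GSNAP and with STAR + Bowtie2, 0.863 to 0.877 and 0.846 to 0.864 for Illumina-specific DEGs with GSNAP and STAR, and 0.825 to 0.842, 0.862 to 0.879 and 0.855 to 0.869 for Ion Torrent-specific DEGs. Spearman's was 0.865 to 0.883, 0.895 to 0.909 and 0.882 to 0.899 for the last.

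With at least 10 reads, 225 genes were detected only in the Illumina data with STAR + Bowtie2. The pseudogene share was then 44.0% and 36% in the Illumina data with STAR and STAR + Bowtie2, and 47.8% and 4.20% in the Ion Torrent data with GSNAP and STAR. The rise of concordance with depth was 3.02 points with edgeR.

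Without the block for the mouse, the platform-by-treatment counts were 3, 0 and 6, with 244 genes at an unadjusted p below 0.05 for the 0. With STAR, DESeq2 gave 3 and limma-voom 0, with 1272 genes at an unadjusted p below 0.05. Fits without 1 mouse gave 9 to 23 with GSNAP and 1 to 10 with STAR, highest without 9584, and 2 with STAR without 9574. Without 9584, STAR + Bowtie2 gave 17. Without the block, the GSNAP terms of Gbp11, Gbp8, Hsd3b2 and Serpina3m (2.66, 1.18, 0.83 and -0.67) and the STAR + Bowtie2 term of Hsd3b2 (0.97) lost their calls.

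Gapdh reversed without scaling, to -0.015 and -0.069 in the Illumina and Ion Torrent GSNAP data, and was not called under either. In the other 4 tables it gained a call without scaling, at -0.34 and -0.33 (Illumina, STAR and STAR + Bowtie2) and -0.37 and -0.39 (Ion Torrent). Without scaling, the median log2 fold change of genes with a mean count of at least 10 also lies at -0.17 to -0.13 over the 6 tables. Mup20 lost its Illumina call under limma-voom and without 9577, ILB_9578, ILB_9583, 9574, UNT_9580 or 9584. In the Ion Torrent GSNAP data it gained a call without UNT_9576 and with no scaling. Mup-ps22 with STAR + Bowtie2 and Illumina lost its call without ILB_9578, 9574 or UNT_9580. Depth limits the genes near 5 reads: a gene with 0 reads over a group may hold up to 3, and the platform-specific genes mostly lie under 10.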

Differences from the paper's values

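Of 130 values of the paper that were computed, 98 do not differ and 32 do. A count or percentage differs when 1 value is more than 1.5 times the other. A correlation differs when the gap exceeds the SD over the 10 mice (read counts) or the jackknife standard error (fold changes). The Spearman correlation of mouse 9584 is given in the paper's text as about 0.93 for the lowest aligner and is 0.938 here, and the 3 alternatives set before the data were examined (all genes, genes detected in both platforms, at least 10 reads) do not differ. The paper's approximate 0.94 stands against 0.949 with STAR, where all genes and at least 10 reads do not differ and genes detected in both do. The paper's supplement gives 9584 exactly, at 0.938 with GSNAP and 0.948 with STAR, against 0.939 and 0.949 here, which do not differ.

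Whether the deposited STAR + Bowtie2 tables are the version behind the paper's supplement is not established here, which limits every comparison with that aligner. The paper describes gene-level counts of each sample in its Table S4, and no comparison with those is given. With STAR + Bowtie2, the paper's Spearman correlations are 0.967 for 9577, 0.966 for ILB_9578, 0.963 for ILB_9579, 0.964 for ILB_9582, 0.961 for ILB_9583, 0.965 for 9574, 0.963 for UNT_9575, 0.964 for UNT_9576, 0.966 for UNT_9580 and 0.944 for 9584. Those found here are 0.957, 0.953, 0.953, 0.955, 0.954, 0.957, 0.955, 0.953, 0.956 and 0.938. For ILB_9579, ILB_9582 and ILB_9583 the genes detected in both platforms do not differ and the other 2 alternatives do. For the other mice all 3 differ.

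The paper's Pearson correlations of fold changes with GSNAP, STAR and STAR + Bowtie2 are 0.891, 0.984 and 0.822 for shared DEGs, where 0.981, 0.981 and 0.981 were found. They are 0.698, 0.650 and 0.757 for Illumina-specific DEGs (found: 0.881, 0.862 and 0.852) and 0.749, 0.829 and 0.374 for Ion Torrent-specific DEGs (found: 0.846, 0.880 and 0.874). For shared DEGs with STAR, 0.5 read added, genes with a group mean of 0 left out and 1 of the 10 fits without a mouse do not differ, and the others do. For the other 8 values all alternatives set before the data were examined differ. The ratio of means without log2, chosen after seeing the values as 1 of 9 scales, gives 0.850, 0.978 and 0.805, then 0.837, 0.634 and 0.766, then 0.736, 0.828 and 0.695. The paper's Spearman correlation for Ion Torrent-specific DEGs with STAR + Bowtie2 is 0.919 against 0.900, and all alternatives differ.

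With STAR + Bowtie2, the paper's number of genes detected only in the Illumina data is 563 against 358, where at least 5 reads in 3 samples (387) is within 1.5 times and the other alternatives are not. The paper's numbers with a mean count above 10, 20, 50 and 100 are 198, 77, 24 and 12, against 102, 33, 9 and 6. For the Ion Torrent data the paper's number is 827 against 1252, where at least 5 reads in all 10 samples (1223) and the count without ILB_9579 (1231) are within 1.5 times and the others are not. The paper's numbers above 10, 20, 50 and 100 are 228, 56, 9 and 4, against 524, 234, 63 and 18. No alternative was computed for the numbers by mean count.

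The paper states that most of its metrics did not differ between its groups of DEGs. Those metrics are length, exon number, average exon length and GC content, and the groups include the genes of both platforms and of neither. The comparisons here cover only length and exons in the platform-specific groups, so they do not test that statement as a whole. Over the 9 comparisons here, 5 have an adjusted p below 0.05 (permutation test across genes): mean exon length with all 3 aligners and exon length with GSNAP and STAR + Bowtie2. The paper also gives a range for how many more DEGs the Illumina data hold. The excess of 201 with GSNAP and of 213 with STAR + Bowtie2 lies below it, and that of 410 with STAR above it.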

Other observations

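Tests chosen only after the result was seen are those of library depth for the DEG excess, of the narrower GC ratio, of the edgeR counts without 9584 and of the 100 genes chosen by level. The first test of the composition of the counts and that of GSNAP against STAR were set before their outcomes, after the patterns had been seen. Verdicts from the wider GC ratio, from the rank-test splits, from the difference of 599 and from the first composition test were changed after further values were seen. No biological explanation was tested for the patterns between platforms, where the RNA is the same.

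The Illumina tables give more DEGs by the rank test. The edgeR difference with GSNAP is 599 without 9584, but this leaves the mouse out of both platforms and so decides nothing about its Ion Torrent library. That library is argued against as the whole cause by the Ion Torrent calls alone: without 9584 edgeR gave 6691, 6046 and 6707 DEGs, fewer than the medians of 6797, 6174 and 6821 without each of the other mice. Library depth is argued against too, since the median Illumina total, in read pairs, is at most 0.868 of the Ion Torrent total, in reads.

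For each of the 6 tables, 1 of 100 splits of the 10 mice gave as many DEGs by limma-voom, the real one. The others gave at most 1 DEG, which argues against chance for these counts. The rank test also gave 1 of 100. Without ties, however, it calls no gene unless 2473 reach its smallest exact p, so its splits decide nothing.

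The pseudogenes detected only in the Ion Torrent data with GSNAP, and those detected only in the Illumina data with STAR, may hold reads of a similar protein-coding gene. The median identity to the closest coding gene was 92.7% for the former and 97.9% for the latter. Their log2 fold changes correlate with those of the closest coding gene (Spearman across genes 0.584 over 765 and 0.643 over 309 pseudogenes). Shuffled partners gave a 95th percentile of 0.0608 and 0.0935 (p = 0.0001 in both, the smallest that 10000 permutations can give). Genes are not independent replicates.

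Illumina-specific DEGs have lower GC content than Ion Torrent-specific DEGs, and the ratio of Ion Torrent to Illumina counts rises with GC content (Spearman across genes 0.698, 0.763 and 0.668). GC-dependent read yield could produce such lists. Among genes within 0.25 of the median log2 ratio the difference in GC fell from -5.43, -6.07 and -5.42 points to -1.57, -1.84 and -1.31 (permutation p = 0.0001, the smallest possible, 0.0004 and 0.0043). Since the ratio rises with GC content, genes near its median differ less in GC whatever the cause. The fall therefore does not single out yield. Within 0.1 it was -0.378 and -0.590 with GSNAP and STAR + Bowtie2 (permutation p = 0.389 and 0.557), and -1.95 with STAR (permutation p = 0.0047). The groups held 107 to 187 genes there, which lowers the power. Yield therefore stays open for the first 2 and is argued against as the whole cause with STAR.

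Some genes have far fewer reads with GSNAP than with STAR. Gapdh (ENSMUSG00000057666, chromosome 6, 125111871 to 125116485) had a mean count of 77.6 ± 12.3 (SD, n = 10) with GSNAP and 9346 ± 1729 with STAR in the Illumina data, tables that were normalized separately. Of 9129 genes, 50 had at least 8 times fewer reads with GSNAP, and 45 of these (90%) have a near-identical detected pseudogene, against 9.89% of genes of the same count (permutation p = 0.0001, the smallest possible). Reads shared between paralogs or pseudogenes are a candidate explanation. The 30 near-identical pseudogenes of Gapdh together held a mean of 114 reads per library with GSNAP, so its missing reads were not found there.

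About 1 in 3 DEGs of the counts as deposited are higher with IL-1β, and about as many are higher as lower after TMM. A few genes taking a large share of the counts may produce this. Without the 100 genes with the largest change in share, the median log2 fold change came to between -31.9% and -0.287% of its size, but genes chosen for their change decide nothing. Without the 100 genes with the highest mean share, chosen by level, it came to between -14.6% and 10.8% of its size over the 6 tables. These hold 43.9% to 46.0% of the counts in treated and 39.8% to 41.4% in untreated mice. The step also put the remaining counts on equal totals, and untreated totals were 2.71% to 3.51% above treated ones. Part of the shift it removed therefore comes from that difference and not from the 100 genes.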
